# Identification of Wnt Pathway Target Genes Regulating the Division and Differentiation of Larval Seam Cells and Vulval Precursor Cells in *Caenorhabditis elegans*

**DOI:** 10.1534/g3.115.017715

**Published:** 2015-06-05

**Authors:** Lakshmi Gorrepati, Michael W. Krause, Weiping Chen, Thomas M. Brodigan, Margarita Correa-Mendez, David M. Eisenmann

**Keywords:** Wnt signaling, mRNA tagging, seam cells, vulval precursor cells, *C. elegans*, differentiation

## Abstract

The evolutionarily conserved Wnt/β-catenin signaling pathway plays a fundamental role during metazoan development, regulating numerous processes including cell fate specification, cell migration, and stem cell renewal. Wnt ligand binding leads to stabilization of the transcriptional effector β-catenin and upregulation of target gene expression to mediate a cellular response. During larval development of the nematode *Caenorhabditis elegans*, Wnt/β-catenin pathways act in fate specification of two hypodermal cell types, the ventral vulval precursor cells (VPCs) and the lateral seam cells. Because little is known about targets of the Wnt signaling pathways acting during larval VPC and seam cell differentiation, we sought to identify genes regulated by Wnt signaling in these two hypodermal cell types. We conditionally activated Wnt signaling in larval animals and performed cell type–specific "mRNA tagging" to enrich for VPC and seam cell–specific mRNAs, and then used microarray analysis to examine gene expression compared to control animals. Two hundred thirty-nine genes activated in response to Wnt signaling were identified, and we characterized 50 genes further. The majority of these genes are expressed in seam and/or vulval lineages during normal development, and reduction of function for nine genes caused defects in the proper division, fate specification, fate execution, or differentiation of seam cells and vulval cells. Therefore, the combination of these techniques was successful at identifying potential cell type–specific Wnt pathway target genes from a small number of cells and at increasing our knowledge of the specification and behavior of these *C. elegans* larval hypodermal cells.

The proper development of metazoans is governed by changes in the transcriptional profile of various tissues and cell types over time, and several evolutionarily conserved signaling pathways function to stimulate the transcriptional changes necessary for changes in cell fate and behavior during development. The Wnt/β-catenin signaling pathway is one highly conserved extracellular signaling pathway widely used during metazoan development; however, Wnt signaling also acts in the maintenance of tissue homeostasis via regulation of stem cell renewal (Cadigan and Peifer 2009; Schuijers and Clevers 2012). Due to its widespread use, it is not surprising that the Wnt pathway is aberrantly activated in many diseases including cancer (Polakis 2012; Clevers and Nusse 2012). The Wnt/β-catenin pathway switches between active and inactive states based on the stability of a key transcription factor β-catenin (Cadigan 2012; Clevers and Nusse 2012) . In the absence of the Wnt ligand, cytoplasmic β-catenin is bound by the components of a “destruction complex” comprising Axin, kinases CK1α and GSK3, and the adenomatous polyposis coli (APC) protein, which phosphorylates β-catenin and marks it for proteosomal degradation. The binding of the Wnt ligand to its receptor results in the disruption of the destruction complex, thus stabilizing β-catenin and allowing its entry into the nucleus where it binds to a member of the TCF/LEF transcription factor family to activate expression of Wnt pathway target genes. Microarray and ChIP-based techniques have been used in different vertebrate model systems and tissue culture to identify a spectrum of target genes activated and inhibited by Wnt signaling, providing an understanding of cellular responses as they occur *in vivo* during normal development and in the disease state (see Vlad *et al.* 2008; Nusse 2013).

As in other organisms, Wnt signaling is also utilized many times during development of the nematode *C. elegans*, where it regulates cell fate specification, polarity, and migration in the embryo and larva. Unlike other organisms, there are two β-catenin–dependent Wnt pathways in *C. elegans*, the Wnt/BAR-1 canonical (WBC) pathway and the Wnt/β-catenin asymmetry pathway (for review, see Jackson and Eisenmann 2012; Sawa and Korswagen 2013). The mechanism of the WBC pathway, which functions in several larval developmental decisions, is similar to the well-described vertebrate Wnt/β-catenin signaling pathway. However, the WBA pathway, which functions in both the embryo and larva in asymmetric divisions requiring the adoption of distinct daughter fates, has a mechanism that may be unique to *C. elegans*. In this pathway, the asymmetric distribution of key pathway components in the mother and daughter cells, along with the simultaneous activation of a pathway involving TAK-1 and NLK homologs, leads to Wnt pathway activation in one daughter of an asymmetric division but not the other, resulting in adoption of distinct daughter cell fates. Our laboratory and others have shown that Wnt signaling regulates the development of two cell types that are part of the nematode hypodermis, the single-cell-layer outer covering of the animal (Chisholm and Hsiao 2012). The WBC pathway plays a role in the specification of the larval vulval precursor cells (VPCs), which divide to generate the *C. elegans* adult vulva, whereas the WBA pathway functions in the division and specification of specialized epithelial cells called seam cells.

The VPCs are six equipotent cells that are specified during the L2/L3 molt to adopt the 1°, 2°, or 3° cell fate based on integration of information from Ras, Notch, and Wnt signaling pathways (Sternberg 2005). Three VPCs adopt 1° and 2° fates and divide to generate cells that form the vulval opening. Reduction of WBC pathway activity causes fewer than three VPCs to adopt vulval fates, resulting in vulvaless (Vul), protruding vulva (Pvl), or egg laying defective (Egl) phenotypes (Eisenmann *et al.* 1998; Gleason *et al.* 2002, 2006). Conversely, overactivation of the WBC pathway causes more than three VPCs to adopt vulval fates, resulting in a multivulva (Muv) phenotype (Gleason *et al.* 2002; Gleason *et al.* 2006). Except for the Hox gene *lin-39*, no targets of the WBC pathway in VPC fate specification have been identified (Eisenmann *et al.* 1998)

The seam cells are lateral epithelial cells arranged in a single row running the length of the animal on both sides (Joshi *et al.* 2010; Chisholm and Hsiao 2012). Ten seam cells per side (H0–H2, V1–V6, and T) are born during embryogenesis but do not divide. Later, during each of the four larval stages (L1–L4), most seam cells divide asymmetrically in a stem cell–like manner to give rise to an anterior hypodermal daughter that differentiates and fuses with the surrounding skin and a posterior daughter that retains the seam cell fate and the ability to divide further (Joshi *et al.* 2010). During the second larval stage, six seam cells also divide symmetrically to generate two seam cell daughters, raising the number to 16 seam cells per side. After their final division in the fourth larval stage, the seam cells exit the cell cycle, differentiate, and fuse to form a long, single-cell syncytium that secretes a cuticular structure called the alae (Joshi *et al.* 2010). The asymmetric division of larval seam cells is regulated by the WBA pathway (Herman and Horvitz 1994; Whangbo *et al.* 2000; Herman 2001; Takeshita and Sawa 2005; Goldstein *et al.* 2006; Mizumoto and Sawa 2007; Huang *et al.* 2009c; Gleason and Eisenmann 2010; Ren and Zhang 2010; Banerjee *et al.* 2010). Reduction of the WBA pathway activity during larval life causes seam-fated daughters of a seam cell division to adopt hypodermal fates, resulting in fewer adult seam cells, whereas an increase in the WBA pathway activity causes hypodermal-fated daughters to adopt the seam cell fate, resulting in too many seam cells (Huang *et al.* 2009c; Gleason and Eisenmann 2010; Ren and Zhang 2010; Banerjee *et al.* 2010). We have recently shown that GATA factor–encoding genes *egl-18* and *elt-6* function as downstream targets of the WBA pathway required to retain the posterior seam cell daughter fate during these larval asymmetric seam cell divisions (Gorrepati *et al.* 2013).

Although the mechanisms of the two *C. elegans* β-catenin-dependent Wnt pathways differ, the common outcome is the regulation of target gene expression by a nuclear complex between a β-catenin (BAR-1 or SYS-1) and the sole *C. elegans* TCF homolog, POP-1. A key question is how formation of a β-catenin/POP-1 complex leads to distinct cellular responses in different tissues and cell types, such as the VPCs and seam cells. As a first step in addressing this question, the target genes activated by Wnt signaling in distinct processes must be identified. Previously, molecular genetic analyses have identified a few transcription factors functioning downstream of Wnt signaling in different *C. elegans* Wnt-mediated processes (Eisenmann *et al.* 1998; Jiang and Sternberg 1998; Maloof *et al.* 1999; Streit *et al.* 2002; Maduro *et al.* 2005; Shetty *et al.* 2005; Arata *et al.* 2006; Lam *et al.* 2006; Bertrand and Hobert 2009; Gorrepati *et al.* 2013). However, attempts to identify the broad range of Wnt signaling targets governing a particular process at a specific time in development using techniques such as microarray analysis or RNAseq have only been recently undertaken in *C. elegans*. Recently, our laboratory utilized global activation of Wnt signaling by a dominant activating BAR-1/β-catenin and microarray analysis to identify more than 100 potential Wnt pathway targets functioning in larval life, and revealed a previously unknown role for Wnt signaling in adult cuticle development (Jackson *et al.* 2014). Taking the opposite approach, van der Bent *et al.* (2014) used microarray analysis to identify more than 1000 genes differentially regulated between wild-type and *bar-1* null mutant strains. In addition to these genomic methods, a bioinformatic search utilizing an extended POP-1/TCF binding site also was successful at identifying novel Wnt responsive genes (Bhambhani *et al.* 2014). However, all of these methods analyzed target genes at the level of the whole animal and may have missed cell type–specific targets of Wnt signaling functioning in only a few cells, such as the VPCs (six cells) and seam cells (32 cells).

The control of cell fate specification in the VPCs and the asymmetric division of the seam cells by Wnt signaling made these cell types attractive candidates for attempting to identify cell type–specific Wnt targets in the worm. To achieve this, we used heat shock inducible dominant variants of BAR-1/β-catenin and POP-1/TCF to activate or inhibit Wnt signaling, respectively, at a specific time point in larval development (Gleason *et al.* 2002; Korswagen *et al.* 2002; Gleason and Eisenmann 2010; Jackson *et al.* 2014). To selectively enrich for mRNAs expressed in seam cells and VPCs, we utilized the "mRNA tagging method," which has been successfully used in combination with microarray analysis to catalog gene expression patterns from small numbers of cells (Roy *et al.* 2002; Kunitomo *et al.* 2005; Pauli *et al.* 2006; Von Stetina *et al.* 2007a,b; Takayama *et al.* 2010). This novel combination of differential activation of Wnt signaling with the "mRNA tagging method" and microarray analysis allowed us to identify 239 Wnt responsive genes differentially regulated by Wnt signaling in the seam cells or VPCs. Preliminary characterization of 50 known and novel genes was pursued to validate their expression in these cell types and to determine any possible role in their development or behavior. We found seven Wnt target genes that affect seam syncytium and alae formation both as a consequence of an effect on total seam cell number (*cki-1*, *cdk-4*, *kin-10*, *mlt-11*, *nhr-23*) and also independent of it (*bus-8*, *K10D6.2*). Two other Wnt responsive genes (*pak-1* and *lin-1*) were shown to function in VPC fate specification. This work validates the use of these different techniques in combination for the identification of cell type–specific signaling pathway targets *in vivo* in *C. elegans* and extends our previous work on the role of Wnt signaling in the regulation of seam cell and VPC fate specification by identifying new Wnt targets that control various aspects of the behavior of these cells during larval development.

## Materials and Methods

### Strains and alleles

Bristol N2 variety of *C. elegans* was used as the wild-type strain. All experiments were performed at 20° unless otherwise noted. The genes and alleles used in this work are described in Wormbase (Harris *et al.* 2010; Yook *et al.* 2012).

LGI: *kin-10*(*ok1751*); LGII: *rrf-3*(*pk1426*); LGIII: *unc-119*(*ed3*); LGIV*: dpy-20*(*e1282*), *unc-30*(*e191*); LGX: *pak-1*(*ok448*), *osm-11*(*rt142*)

Strains used:

*deIs10: dpy-20*(*e1282*); *unc-30*(*e191*); *Is*[*bar-1e*::*flag_3x_*::*pab-1; unc-30*(*+*); *ajm-1*::*gfp*]
*huIs1*: *dpy-20*(*e1282*); *unc-30*(*e191*); *Is*[*hsp-16.2*::*delNTbar-1*; *dpy-20(+)*] (Gleason *et al.* 2002)
*deIs26*: *dpy-20*(*e1282*); *unc-30*(*e191*); *Is*[*hsp-16.2*::*delNTpop-1*; *dpy-20(+)*]
*sIs12963*: [*F09D12.1p*::*gfp*]; *dpy-5*(*e907*) (McKay *et al.* 2003). This strain is referred to as *grd-10*::*gfp* in this work.
*scm*::*gfp: unc-119(e2498) III*; *wIs51[scmp*::*gfp*; *unc-119(+)]* (Gleason and Eisenmann 2010)

### Generation of strains for mRNA tagging

The *bar-1_e_* enhancer element fused to the minimal *pes-10* promoter was PCR amplified from the *VPC_e_*::*pes-10*::*GFP* vector (Natarajan *et al.* 2004) with primers containing *Kpn*I restriction sites. This 1131-bp PCR product was cloned upstream of Flag_3X_-PAB-1 in the pSV15 vector (Von Stetina *et al.* 2007a). The resulting cloned vector pBJ1000 (50 ng/µl) was coinjected with transformation markers *unc-30(+)* (100 ng/µl of pSC11) and *ajm-1*::*gfp* (50 ng/µl of pJS191) into *dpy-20*(*e1282*) *unc-30*(*e191*); *huIs1* worms using standard injection protocols (Mello and Fire 1995), and one line was selected for integration using gamma irradiation (3850 RADs). A transgenic line showing more than 95% transmission of the integrated array was backcrossed six times to generate *dpy-20(e1282) unc-30(e191)*; *deIs10 [VPCe*::*flag_3x_*::*pab-1;unc-30(+)*; *ajm-1*::*gfp]*. Transgenic worms bearing *hs*::*ΔNTpop-1* were generated by injecting pHCK28 (50 ng/µl) (Korswagen *et al.* 2000) and the coinjection marker *dpy-20*(+) (100 ng/µl of pMH86) into *dpy-20*(*e1362*) *unc-30*(*e191*) worms as above. Array integration into the genome was performed in the same manner as described above to generate *dpy-20*(*e1282*) *unc-30*(*e191*); *deIs26* [*hs*::*ΔNTpop-1*; *dpy-20*(*+*)]. The *deIs10* worms were crossed with *huIs1* and *deIs26* animals to generate the experimental strains *dpy-20*(*e1282*) *unc-30*(*e191*); *deIs10*; *huIs1* and *dpy-20*(*e1282*) *unc-30*(*e191*); *deIs10*; *deIs26*, respectively, which were used for mRNA tagging and microarray analysis.

### Heat shock and mRNA tagging protocol

Mixed-stage embryos from gravid adults of experimental strains (*deIs10*; *huIs1* and *deIs10*; *deIs26*) and control strains (N2 and *deIs10*; *scm*::*gfp*) were hatched overnight in 50 ml of M9. The synchronized L1s obtained were grown for 26 hr (L2/L3 molt) at 20°, heat shocked at 37° for 30 min, and then recovered for 1 hr at 20°. mRNA tagging was performed as previously described with a few modifications (Von Stetina *et al.* 2007b**)**. Briefly, heat shocked and recovered animals were treated with 20% paraformaldehyde for 1 hr at 4°, sonicated utilizing a Branson 450 Sonifier (2 W output, 20% duty cycle, 6 pulses for 6 rounds), homogenized for 5 min using a 7-ml Dounce homogenizer, and centrifuged at 11,750 rpm for 20 min at 4° to pellet worm debris; 1 ml of worm lysate supplemented with 10 μl rRNAsin (Promega #N-2515) and 8 μl 200 mM ribonucleoside vanadyl complex (Sigma #R-3380) was added to 100 μl prewashed anti-FLAG beads (Sigma #F-2426) and rocked at 4° for 12–16 hr. Beads were washed six times in low-salt homogenization buffer (25 mM NaCl, 20 mM HEPES, 1 mM EGTA, 1 mM EDTA, 0.6 mg/ml Heparin, and 10% glycerol) at 4° with rocking in between. Reversal of crosslinked FLAG::PAB-1/mRNA complexes was accomplished by adding 125 μl of elution buffer (50 mM Tris, 10 mM EDTA and 1.3% SDS) and 10 μl rRNAsin and rolling at 65° for 30 min; beads were spun down to obtain the eluted mRNA. After a second elution, the eluates were pooled and mRNA was extracted using the Trizol method.

### mRNA amplification and microarray analysis

Biological triplicates of mRNA samples obtained by mRNA tagging and coimmunoprecipitation from *deIs10*; *huIs1*, *deIs10*; *deIs26*, *deIs10;scm*::*gfp*, and N2 were subjected to DNase treatment. A total of 50 ng of mRNA was used as the starting sample for the RNA amplification process using the WT-Ovation Pico System (NuGEN #3300) to generate 3–6 μg of amplified cDNA. Fragmentation and biotin labeling of the amplified cDNA samples were performed out using the FLOvation cDNA Biotin Module V2 kit (NuGEN #4200). The labeled cDNA was hybridized to Affymetrix *C. elegans* GeneChip array (Affymetrix #900384**)** containing 22,500 probe sets targeting 21,150 unique *C. elegans* transcripts (Affymetrix 2004). The hybridization intensities obtained from each experiment were normalized using the Robust Multichip Average (RMA) analysis, and the detection calls and directional change calls were given based on Affymetrix’s MicroArray Suite 5 (MAS5) software analysis.

Putative Wnt pathway targets were selected based on the following criteria: (1) an average fold change of 1.5-fold or more in *deIs10*; *huIs1* (Wnt pathway overactivation) compared to control (N2); (2) present and increased calls in at least two of three biological replicates; (3) ANOVA *P* ≤0.05; and (4) ratio of average fold change ≥1.5-fold between Wnt pathway overactivated (*deIs10*; *huIs1*) and underactivated (*deIs10*; *deIs26*) conditions. These criteria identified 238 Wnt targets to which *kin-10* was added, although its *P* was more than 0.05 (*P* = 0.12), increasing the total list of identified targets to 239. 

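Of the deposited probe sets, 388 met both fold criteria and the P criterion, and they name 336 distinct genes. The 336 come from 17118 genes with a probe set. Cuticle collagens, the structural proteins of the exoskeleton, gave 15 of these genes out of 143 measured. Genes related to hedgehog and patched gave 5 of 80, and nuclear hormone receptors 7 of 243, a share near that of all genes. Of 23 body wall muscle, 26 neuronal and 26 intestinal genes measured, 0 met the criteria with any probe set. At the share of all genes few would be expected in lists this short, so this count does not set these tissues apart. The median rise over N2 in the 388 probe sets was 2.74-fold. The gene kin-10 encodes the regulatory subunit of casein kinase II. Its probe set was 1.74-fold higher in overactivation than in N2 and 1.45-fold higher than in underactivation. It met neither the P criterion nor the fold criterion over underactivation, and the other kin-10 probe set differed from N2 by -0.28 log2. Those log2 differences of 0.80 and 0.54 were 0.52 without N2 replicate 4 and 0.31 without underactivation replicate 4.
At the fold threshold of 1.5, 2892 probe sets passed over N2, 1183 passed over underactivation, and 719 passed both. The P is that of overactivation against N2 in the methods' ANOVA, taken as an unmoderated linear model with the 3 groups since the methods do not name its form, and 3466 probe sets passed it in either direction. Present and increased calls were not used here. In 100 simulated data sets with no difference between groups, 81 to 129 probe sets met the same criteria (median 105). The simulated probe sets varied independently of each other, so this range does not cover probe sets that vary together. With N2 kept in place, 18 other groupings of the tagged arrays, a test chosen after values were seen, gave 57 to 388 probe sets (median 171.5), and 1 of them reached 388. With the moderated P adjusted by Benjamini-Hochberg, 91 probe sets met them.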

The statistical significance of the overlap between our gene lists and those identified by others (Table 1) was calculated using a web-based hypergeometric distribution calculator designed by Jim Lund (University of Kentucky, Lexington, KY, USA) (http://nemates.org/MA/progs/overlap_stats.html).

**Table 1:** Conditional Wnt activation coupled with mRNA tagging enriches for cell type–specific transcripts and Wnt-regulated genes

Cell/Tissue Type	Reference	No. of Genes	No. of Common Genes	R-factor	Probability
Larval seam cells	Wormbase release 220	392	24	5.7	8.8×10^−12^
Larval and adult vulval cells	Wormbase release 220	305	8	2.4	0.02
Embryonic muscle	Fox *et al.* 2007	389	4	0.9	0.41
Embryonic/larval body wall muscle	Spencer *et al.* 2011	123	0	0	0.26
Embryonic/larval A class neurons	Spencer *et al.* 2011	108	0	0	0.31
Embryonic/larval pan-neural	Spencer *et al.* 2011	104	0	0.9	0.31
Embryonic/larval intestine	Spencer *et al.* 2011	298	0	0	0.04
Global Wnt targets	Jackson *et al.* 2014	110	24	20.1	9.6×10^−25^
*bar-1(ga80)* downregulated targets	van der Bent *et al.* 2014	710	25	3.3	2.3×10^−7^
*bar-1(ga80)* upregulated targets	van der Bent *et al.* 2014	425	10	2.2	0.01

Shown is a comparison of our list of 239 seam/VPC Wnt-regulated genes identified by conditional Wnt pathway activation and mRNA tagging to sets of genes known to be expressed in the seam cells, vulval cells, and other embryonic and larval tissues, and to the list of Wnt-regulated genes identified previously using these reagents without tissue-specific transcript enrichment (global Wnt targets). The statistical significance of the overlap between two lists was calculated based on a hypergeometric distribution. A representation (R) factor >1 indicates more overlap than expected between two independent groups of genes, whereas an R factor <1 indicates less overlap than expected (Lund *et al.* 2002). Genes identified in this work that are known to be expressed in the seam cells or vulval cells are indicated in Table S1. Genes in common between this work and that of Jackson *et al.* (2014) are indicated in Table S2. Genes in common between this work and that of van der Bent *et al.* (2014) are indicated in Table S3.

### qRT-PCR analysis

For qRT-PCR analysis, 1–1.5 μl cDNA (50 ng/μl) was mixed with 200 nM gene-specific forward and reverse primers and 12.5 μl of SYBR Green supermix in a final volume of 25 μl. PCR was performed on a BioRad iCycleriQ multicolor real-time PCR detection system (technical triplicates of each reaction were performed). The fold change of target genes was determined from the observed Ct (cycle threshold) values and calculated using the Pfaffl equation, (E target)^ΔCt target (control-treated)^**/**(E reference)^ΔCt ref (control-treated)^ (Pfaffl 2001), with a reference gene of *gpd-2*. A minimum of three biological replicates of control and experimental samples were analyzed.

### Transcriptional reporter construct

To create *promoter*::*yfp* transcriptional reporter constructs, the intergenic region between the ATG of the gene of interest and the next upstream gene was PCR amplified with gene-specific primers containing Gateway attachment sites and cloned into pBJ101, which contains a 2XNLS::YFP coding sequence and the *unc-119(+)* minigene (Jackson *et al.* 2014). Oligonucleotide sequences are provided in Supporting Information, Table S7. Each *promoter*::*yfp* construct (150 ng/µl) was coinjected with *ajm-1*::*gfp* (pJS191; 50 ng/µl) into *unc-119*(*ed3*) worms. Transgenic worms were detected based on the ability to move and expression of *ajm-1*::*gfp*. At least two independent lines were analyzed for each gene.

### RNA interference

Sequence-verified RNAi clones used in this work were obtained from the Ahringer library (Kamath and Ahringer 2003) and the Vidal library (Rual *et al.* 2004a) (gifts from Dr. Iqbal Hamza of UMCP and Dr. Mark Wilson of JHU). RNAi on L1 and P0 animals was performed as described (Kamat *et al.* 2001; Liu *et al.* 2014). Worms of the appropriate age were analyzed on a Zeiss Axioplan 2 equipped with Nikon DXM1200 digital camera for imaging.

### Immunostaining

Immunostaining of worms was performed as described (Duerr 2006). Anti-FLAG mouse monoclonal antibody M2 (Sigma #F3165) was used at 1/1000 for PAB-1 detection and MH27 mouse monoclonal antibody (Developmental Studies Hybridoma Bank) at 1/100 for detection of the junctional molecule AJM-1. Stained worms were mounted and were analyzed on a Zeiss Axioplan 2 equipped with a Nikon DXM1200 digital camera for imaging.

## Results and Discussion

### Conditional Wnt pathway activation, mRNA tagging, and microarray analysis identify 239 putative Wnt pathway target genes in the seam cells and VPCs

To identify genes regulated by Wnt signaling in the larval seam and vulval precursor cells, three methods were used: (1) conditional Wnt pathway activation or inhibition at a defined time during larval development; (2) mRNA tagging to enrich for seam and VPC transcripts; and (3) microarray analysis to identify differentially regulated genes (Figure 1). We conditionally activated Wnt signaling at the time of the L2/L3 molt using *hs*::*delNTbar-1*, which encodes a heat shock inducible variant of BAR-1/β-catenin lacking the amino terminal region required for degradation in the absence of signaling (Gleason and Eisenmann 2010; Jackson *et al.* 2014). Expression of this truncated variant at the L2/L3 molt causes an activated Wnt pathway phenotype in both the VPCs (Gleason *et al.* 2002) and seam cells (Gleason and Eisenmann 2010), and we previously used this reagent to identify Wnt signaling target genes by microarray analysis (Jackson *et al.* 2014). We conditionally inhibited Wnt signaling via expression of a heat shock inducible variant of POP-1/TCF that lacks the N-terminal β-catenin binding domain required for activation of target gene expression (*hs*::*delNTpop-1*). Expression of this dominant negative ΔNTPOP-1 has been shown to cause phenotypes consistent with reduced Wnt signaling in both neurons and seam cells during larval development (Korswagen *et al.* 2000; Gleason and Eisenmann 2010), and to reduce expression of Wnt target genes (Jackson *et al.* 2014). We activated or inhibited Wnt signaling by growing experimental (*hs*::*delNTbar-1*, *hs*::*delNTpop-1*) and control strains in triplicate to the L2/L3 molt, subjecting them to a single heat shock for 30 min at 37°, then collecting mRNA for analysis 1 hr after heat shock (Jackson *et al.* 2014).

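Transcript levels were measured on 9 Affymetrix C. elegans GeneChip arrays, 3 each of Wnt overactivation (deIs10; huIs1), Wnt underactivation (deIs10; deIs26) and the N2 control, which carries neither heat shock transgene nor FLAG::PAB-1. Animals grew for 26 h at 20° before the 30 min heat shock at 37° and recovered for 1 h. By the methods the 3 arrays of a group are biological replicates, and N2 extracts went through the coimmunoprecipitation as well. The sample labels describe labeled cRNA made from total RNA, whereas the methods describe amplified cDNA made from the immunoprecipitated mRNA. A further strain that the methods name, deIs10; scm::gfp, was not analysed here.
The deposited values are log2 signals that the authors normalized with Robust Multichip Average. After 77 array controls were left out, a linear model with the 3 groups was fitted to the other 22548 probe sets with limma, whose moderated p-values were adjusted by Benjamini-Hochberg over all of them. Each gene is represented by the probe set of that gene alone with the highest mean over the 9 arrays. Correlations between arrays were 0.942 to 0.960 within N2, 0.956 to 0.965 within overactivation and 0.969 to 0.976 within underactivation. Underactivation replicate 4 correlated at 0.973 with N2 replicate 4 and at 0.969 to 0.971 with its own group. The number of arrays limits the precision.
The genes of the induced transgenes had higher means in their own strains, and neither difference passed. The level of pop-1, which encodes the TCF transcription factor, was 10.22 ± 1.52 (SD, n = 3) in underactivation and 5.49 ± 0.83 (SD, n = 3) in N2, a 26.6-fold difference (log2 standard error 0.72, adjusted p = 0.0799 from limma) with all 3 underactivation arrays above all N2 arrays. That log2 difference of 4.73 was 3.99 without underactivation replicate 4, and was larger without underactivation replicate 5. The level of bar-1, which encodes a β-catenin, was 10.47 ± 1.13 (SD, n = 3) in overactivation and 9.26 ± 0.26 (SD, n = 3) in N2 (2.31-fold, log2 standard error 0.48, adjusted p = 0.235 from limma), again with all 3 arrays above N2. Its log2 difference of 1.21 was 0.56 without overactivation replicate 4. These probe sets do not tell a transgene from the endogenous gene. The probe set of pab-1, whose tagged form only the deIs10 strains carry, differed between overactivation and N2 by -0.33 log2 (adjusted p = 0.585; -0.13 without overactivation replicate 3).

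**Figure D1:**
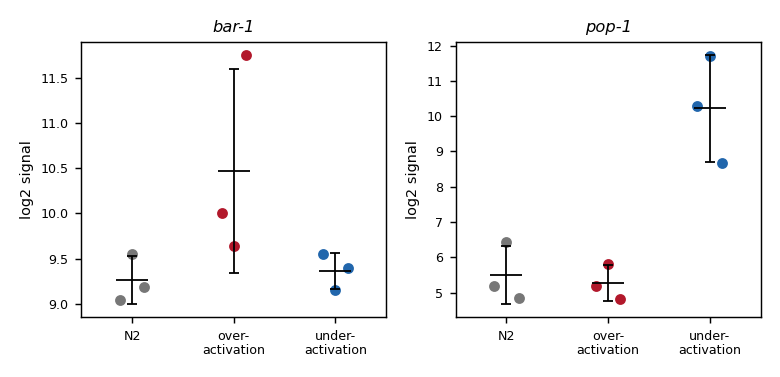
Log2 signal of bar-1 and pop-1 on each array of N2, Wnt overactivation and Wnt underactivation, with the mean (line) and standard deviation (bar) of the 3 arrays of a group. The pop-1 signal averages 10.22 in underactivation, and the bar-1 signal averages 10.47 in overactivation.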

**Figure 1:**
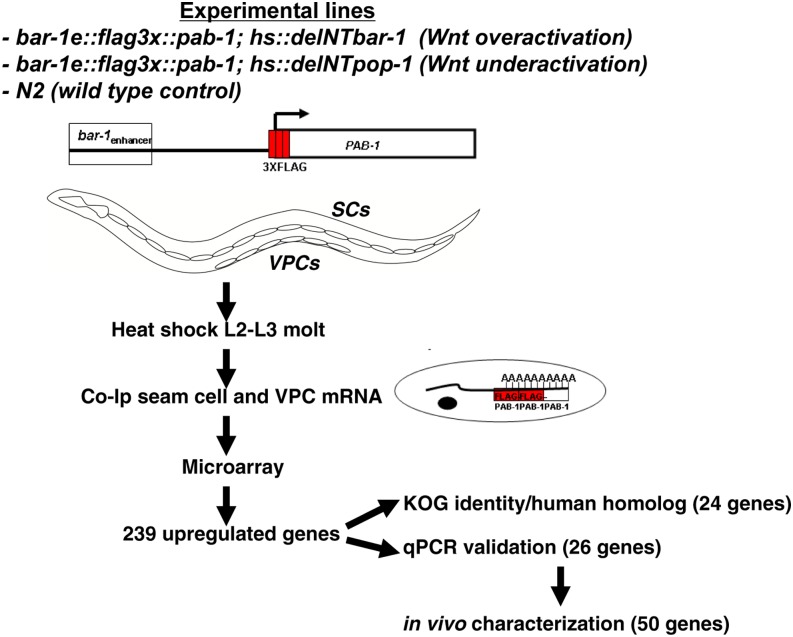
Conditional Wnt pathway activation, mRNA tagging, and microarray analysis to identify seam and VPC-specific Wnt targets. Outlined here is the procedure used to conditionally activate the Wnt pathway in L2/L3 worms by heat shock and enrich for transcripts expressed in the seam cells and VPCs using the mRNA tagging method. An SC+VPC-specific enhancer element from the *bar-1* gene (*bar-1_e_*) was used to drive FLAG-tagged poly-A tail binding protein (PAB-1) in the seam cells and VPCs. Crosslinked FLAG-PAB-1-mRNA complexes were immunoprecipitated, enriching for transcripts from those cell types. Transcript profiles after heat shock from the three indicated strains were determined using a *C. elegans* genomic DNA microarray, and transcripts upregulated in response to Wnt pathway activation were identified. A subset of genes was subject to further *in vivo* characterization based on criteria of their identity or independent qPCR validation.

In our previous analysis of the transcriptional response to activated Wnt signaling in larvae, we characterized gene expression from the entire animal (Jackson *et al.* 2014). To enrich for transcripts from the small number of larval cells of interest to us, the seam cells (32 cells) and VPCs (6 cells), we used the "mRNA tagging" method (Roy *et al.* 2002). In this technique, a FLAG tagged version of the polyA binding protein PAB-1 is expressed using a cell type–specific enhancer and mRNAs are crosslinked to FLAG-PAB-1 *in vivo* and coimmunoprecipitated *in vitro* (Figure 1). The mRNA tagging method has been successfully used to generate inventories of genes expressed in various *C. elegans* tissues (Roy *et al.* 2002; Kunitomo *et al.* 2005; Pauli *et al.* 2006; Von Stetina *et al.* 2007a; Von Stetina *et al.* 2007b; Takayama *et al.* 2010). FLAG-PAB-1 expression in our experiments was under the control of an enhancer from the *bar-1* gene that is active in larval seam cells and VPCs (*bar-1_e_*) (Natarajan *et al.* 2004) (Figure S1). mRNA bound to FLAG-PAB-1 was coimmunoprecipitated from Wnt activated and Wnt inhibited strains, and these seam and VPC enriched transcript pools were used for microarray analysis on Affymetrix *C. elegans* genome arrays as previously described (Jackson *et al.* 2014). Gene expression from the experimental strains was compared to that in control strains. After the application of several selection criteria (see *Materials and Methods*) we identified 239 genes upregulated in response to overexpression of the dominant BAR-1 protein, corresponding to ∼1% of the unique *C. elegans* transcripts represented on the genome array (Table S1). We refer to these genes as larval "Wnt pathway-regulated" or "Wnt target" genes.

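In Wnt overactivation 196 probe sets were higher and 156 lower than in N2 at an adjusted p under 0.05 from limma, in a comparison that also includes FLAG::PAB-1 and the strain background. Among the largest increases were the F-box gene fbxa-116, the cuticle collagen gene col-38 and C06C6.7. The signal of col-38 was 11.04 ± 0.72 (SD, n = 3) in overactivation and 6.94 ± 0.50 (SD, n = 3) in N2, a 17.1-fold rise (adjusted p = 0.0127), and its call held in 9 of 9 fits that left out 1 array. The signal of C06C6.7 rose 18.3-fold (adjusted p = 0.0127; held in 8 of 9), and its log2 difference of 4.20 was 4.79 without overactivation replicate 1. Its N2 arrays read 2.62 to 3.17, which was not shown to be above background, so the size of this fold is uncertain. Among the largest decreases, the signal of rsks-1, the gene of the S6 kinase that promotes translation, fell by 3.45 on the log2 scale (adjusted p = 0.0254; held in 6 of 9), and that of him-4, the gene of the extracellular matrix protein hemicentin, fell by 2.77 (adjusted p = 0.0178; held in 8 of 9). The underactivation arrays also lay below all N2 arrays in both genes. They read 3.65 to 4.74 for rsks-1 (N2 5.95 to 7.89) and 3.65 to 4.70 for him-4 (N2 5.55 to 5.76). The overactivation arrays of him-4 read 2.38 to 3.35, which was not shown to be above background, so the size of its fall is uncertain.
Between the strains that both carry FLAG::PAB-1, 1 probe set was higher in overactivation than in underactivation and 0 were lower from limma, with 620 higher and 657 lower at an unadjusted p under 0.05. That probe set belongs to dod-23. In 20.7% of probe sets the overactivation arrays did not overlap the N2 arrays, and in 11.8% they did not overlap the underactivation arrays, against the 10% that chance gives. The total of 352 between overactivation and N2 depended on single arrays: it was 8 without overactivation replicate 3, 108 without underactivation replicate 2, 111 without underactivation replicate 5, 53 higher and 63 lower without N2 replicate 3, 130 without overactivation replicate 4, 155 without overactivation replicate 1 and 171 without N2 replicate 4. Without underactivation replicate 4 it was 408, and without N2 replicate 2 it was 494. All of these fits had fewer arrays. With the P of the study's criteria adjusted by Benjamini-Hochberg the total was 3, all of them lower, and with only the 2 groups in the fit 70. With the level of hsp-70 or the 3' minus 5' signal of the actin control as a covariate, both chosen after the data were seen, it was 0 from limma, with 3036 and 1269 at an unadjusted p under 0.05. The median log2 differences of the higher and lower probe sets, 1.76 and -1.85, were 1.70 and -1.77 with the hsp-70 covariate. These probe sets had been chosen for a difference that was large against their spread within groups. A small change was thus likely beforehand, and uneven heat shock induction stays open.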

If these genes are potential Wnt targets from the seam and vulval cells, we would predict overlap with genes known to be expressed or function in the larval seam cells or VPCs, and known or putative Wnt pathway target genes. As shown in Table 1, genes expressed in the larval seam cells were over-represented in our list of cell type–specific Wnt pathway–regulated genes (R-factor = 5.7; *P* = 8.8×10^−12^). 

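Of 16 seam cell genes measured, 12 had a higher mean in Wnt overactivation than in N2, and the median difference was 0.97 log2, or 1.96-fold. In limma's camera the list stood apart from other genes at adjusted p = 0.00117 with a preset correlation between genes, and did not with an estimated correlation (adjusted p = 0.213). The claudin-like gene clc-6 (K10D6.2) rose from 8.87 ± 0.29 (SD, n = 3) to 10.46 ± 0.18 (SD, n = 3), 2.99-fold (adjusted p = 0.0399 from limma; held in 2 of 9 fits that left out 1 array). The log2 difference was 2.18 for che-14, a patched-related gene of the epidermal apical surface (standard error 0.71, adjusted p = 0.155; 1.38 without N2 replicate 2), 1.46 for wrt-2, a hedgehog-related gene (adjusted p = 0.328), and -0.97 for the transcription factor gene blmp-1 (adjusted p = 0.211), whose other probe set differed by 1.42. Over all probe sets 1 gene was higher and 0 were lower, and 7 were higher when adjusted over the list alone, with 8 higher and 1 lower at an unadjusted p under 0.05.
The study chose some of these genes for Table 2 on these samples, so the list is not wholly independent evidence. The 10 seam cell genes outside Table 2 still include egl-18 and elt-6, which the study also identified on these samples. They are thus not wholly independent evidence either. These 10 genes had a median of 0.69, or 0.31 as a mean over the probe sets of each gene, and did not stand apart (adjusted p = 0.120 with the preset correlation). Relative to underactivation these 10 had a median of 0.53, with 9 above 0 (adjusted p = 0.00128, and adjusted p = 0.106 with an estimated correlation), and underactivation replicate 4 stood apart in them, at a median of -0.46 from the mean of the other underactivation arrays. Against underactivation the 16 genes had a median of 0.62, with 15 above 0 (adjusted p = 1.45e-06, and adjusted p = 0.0856 with an estimated correlation).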

Genes expressed in the vulval cells were also over-represented (*P* = 0.02), whereas genes expressed in embryonic and larval body wall muscle cells, neurons, and intestinal cells (Spencer *et al.* 2011) were not (R factor <1 in each case; Table 1). 

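Body wall muscle, neuronal and intestinal genes had medians below 0 in overactivation relative to N2. Camera gave adjusted p = 1.33e-09, 2.61e-05 and 2.39e-07 for these lists with the preset correlation, and none passed with an estimated correlation (adjusted p = 0.158, 0.0693 and 0.288). Of 23 body wall muscle genes, 2 were lower and 0 higher (10 lower when adjusted over the list alone), with a median log2 difference of -0.83. The myosin heavy chain genes myo-3 and unc-54 fell by 1.99 and 1.96 (adjusted p = 0.0338 and adjusted p = 0.0411 from limma; held in 3 and 2 of 9 fits that left out 1 array). Of 26 neuronal genes 1 was lower, the neuropeptide convertase gene egl-3, which fell by 1.53 (adjusted p = 0.0254; held in 4 of 9), and of 26 intestinal genes 1 was lower, the esterase gene ges-1, which fell by 1.70 (adjusted p = 0.0459; held in 0 of 9). Over each list alone, 8 neuronal and 10 intestinal genes were lower and 1 neuronal gene was higher. The list medians were -0.58 and -1.15.
Of 20 vulval genes, 0 were higher or lower over all probe sets, with 3 higher and 1 lower at an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. Their median was -0.00432, or 0.052 with each array centred on its median, their mean was 0.06, and camera gave adjusted p = 0.953. The forkhead gene lin-31, which acts in vulval precursor cells, differed by 1.46 (adjusted p = 0.0573), and its other probe set by 0.50.
In underactivation relative to N2 the medians of the muscle, neuronal and intestinal lists were -0.62, -0.53 and -0.64 (adjusted p = 1.42e-06, 0.000537 and 0.000949, or adjusted p = 0.398, 0.183 and 0.508 with an estimated correlation). Between overactivation and underactivation they were -0.23, -0.12 and -0.29 (adjusted p = 0.00908, 0.0650 and 0.00250, or adjusted p = 0.467, 0.165 and 0.491 with an estimated correlation), and underactivation replicate 4 stood apart in them, at medians of 0.53, 0.077 and 0.71 from the mean of the other underactivation arrays. A different balance of 3' and 5' signal on the N2 arrays stays open for these differences: the 3' minus 5' difference of the actin control averaged 0.793 in N2, 1.87 in overactivation and 1.78 in underactivation, and that of Gapdh 2.45, 3.36 and 3.28. For ubiquitin and gly14 all N2 arrays lay below all tagged arrays, and for catalase they overlapped. The paper reasons that targets from the seam and vulval cells should overlap with genes known from those cells, and reports that its list was enriched for seam and vulval genes and not for those of the other tissues.

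**Figure D2:**
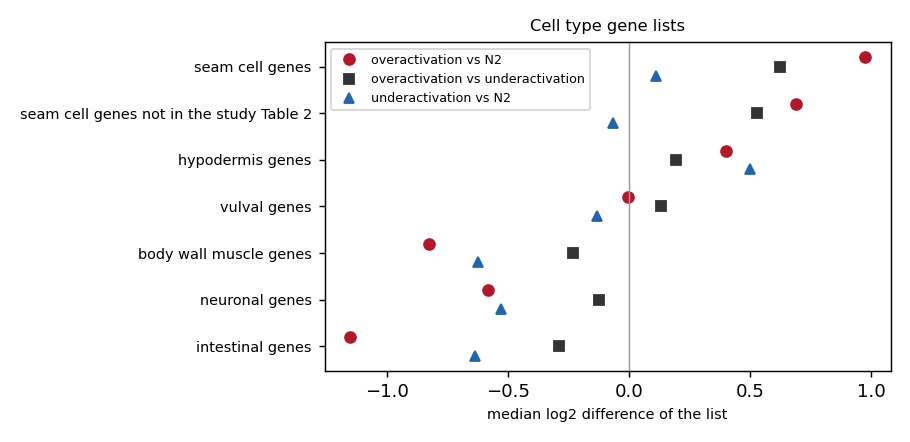
Median log2 difference of each cell type list (horizontal axis, log2) for overactivation against N2 (circles), overactivation against underactivation (squares) and underactivation against N2 (triangles). The muscle, neuronal and intestinal medians against N2 lie between -1.15 and -0.53 in both strains, and the seam cell median is 0.97 in overactivation and 0.11 in underactivation.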

We also compared our list of genes with those Wnt-regulated genes identified previously using these reagents (Jackson *et al.* 2014). 

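Of 24 genes shared with the earlier whole-animal study and listed in Table S2, 21 had a probe set of their own, and 12 of these were higher in overactivation than in N2 at an adjusted p under 0.05 from limma. Their median difference was 2.41 log2, or 5.31-fold, and ranged from 1.07 to 4.47. The largest was that of fbxa-116, whose signal was 7.27 ± 1.70 (SD, n = 3) in overactivation and 2.80 ± 0.56 (SD, n = 3) in N2 (22.2-fold, log2 standard error 0.72, adjusted p = 0.0293; held in 3 of 9 fits that left out 1 array), and its log2 difference was 5.45 without overactivation replicate 1. Its N2 signal was not shown to be above background, so the size of this fold is uncertain. In dod-23 the signal of 6.69 ± 0.46 (SD, n = 3) was 8.86-fold above the underactivation signal of 3.54 ± 0.14 (SD, n = 3), at adjusted p = 0.017 (held in 3 of 9). Its underactivation arrays read 3.40 to 3.67, which was not shown to be above background, so the size of this fold is uncertain too.
All 21 genes met the fold and P criteria and all 21 were higher when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Camera gave adjusted p = 6.60e-21 with the preset correlation, and adjusted p = 0.0693 with an estimated correlation.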

Twenty-four of the 110 genes activated by Wnt signaling in that study were present among the Wnt pathway–regulated genes identified here (R factor = 20.1; *P* = 9.6×10^−25^) (Table 1, Table S2). Recently, microarray analysis was also used to identify more than 1100 genes showing altered expression at the L4 stage in a strain carrying a loss-of-function mutation in the gene encoding the beta-catenin BAR-1 (van der Bent *et al.* 2014). 

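Genes that another study found altered in a bar-1 mutant, and that Table S3 lists, had medians above 0 under Wnt overactivation whether they had decreased or increased in the mutant. Table S3 holds only targets that the study chose as higher in overactivation than in N2 on these samples. This direction was therefore set by the choice. Of 25 genes that had decreased, 21 were measured by a probe set of their own and 6 rose relative to N2, with a median difference of 2.03 log2 (4.09-fold). Of 10 genes that had increased, all 10 were measured and 4 rose, with a median of 1.70 (3.25-fold). Y64H9A.2 rose 5.99-fold (adjusted p = 0.0182 from limma; held in 8 of 9 fits that left out 1 array), vsra-1 (C04F12.1), an Argonaute gene, 6.70-fold (adjusted p = 0.0399; held in 1 of 9; log2 difference 2.74, and 3.43 without overactivation replicate 1), and the β-tubulin gene tbb-6 3.13-fold (adjusted p = 0.0254; held in 6 of 9).
When adjusted over each list alone, 21 and 9 genes were higher, which is not independent evidence since the study chose them on these samples. Camera gave adjusted p = 2.11e-18 and 9.31e-09, and adjusted p = 0.122 and 0.0693 with an estimated correlation.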

We found 35 genes in common between these *bar-1*-regulated genes and our 239 genes; 25 of the genes were downregulated upon loss of BAR-1 (van der Bent *et al.* 2014) and upregulated upon expression of activated BAR-1 (this work), a significant overlap (Table 1, Table S3). Thirteen of these genes (*col-138*, *col-38*, *col-49*, *col-71*, *C04F1.1*, *C18A11.4*, *dao-4*, *dpy-11*, *F25E5.2*, *grd-2*, *hog-1*, *R07B1.5*, and *T07G12.3*) were downregulated at the L4 stage upon loss of *bar-1* (van der Bent *et al.* 2014) and upregulated in both our previous work using overexpression of BAR-1 at the L2/L3 molt (Jackson *et al.* 2014) and in this work (Table S3); therefore, they are strong candidates for larval targets of the WBC pathway. 

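All 13 genes had higher means in overactivation than in N2, and all 13 met the fold and P criteria. Their median difference was 2.02 log2 (4.07-fold), the smallest being 1.15 in the collagen gene col-138. At an adjusted p under 0.05 from limma 4 were higher: col-38, col-49, C18A11.4 and dao-4. The signal of col-49 was 8.18 ± 0.75 (SD, n = 3) in overactivation and 4.49 ± 0.35 (SD, n = 3) in N2 (log2 difference 3.69, standard error 0.40; held in 8 of 9 fits that left out 1 array), C18A11.4 rose 3.03-fold (held in 5 of 9), and dao-4 rose 5.31-fold (held in 2 of 9). The hedgehog-related genes grd-2 and hog-1 differed 5.47-fold and 3.14-fold (adjusted p = 0.0754 and adjusted p = 0.0796), and dpy-11, which encodes a thioredoxin-like protein needed for body shape, 2.30-fold (adjusted p = 0.111).
All 13 were higher when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Against underactivation all 13 means were higher, with a median of 1.19 log2, and 0 passed over all probe sets from limma, with 8 higher and 0 lower at an unadjusted p under 0.05.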

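The Hox gene mab-5, which specifies posterior cell fates, had a signal of 7.81 ± 0.21 (SD, n = 3) in overactivation and 5.84 ± 0.21 (SD, n = 3) in N2, a 3.92-fold difference with all 3 overactivation arrays above all N2 arrays. Its log2 difference was 1.97 (standard error 0.50, adjusted p = 0.0886 from limma), and the probe set met the fold and P criteria of the study. In underactivation the signal was 6.95 ± 1.19 (SD, n = 3), so that overactivation was 1.82-fold higher, a log2 difference of 0.86 that was 0.20 without underactivation replicate 4. The underactivation arrays spread from 5.63 in replicate 4 to 7.95 in replicate 5 and overlapped those of overactivation (adjusted p = 0.914). A second mab-5 probe set had a log2 difference from N2 of 0.46.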

Finally, of the small number of previously known direct Wnt pathway targets, our mRNA tagging approach identified the Hox gene *mab-5*, which is a predicted target of the WBC pathway in the seam cell V5.p (Hunter *et al.* 1999; Maloof *et al.* 1999) . Hox gene *lin-39*, a predicted target of the WBC pathway in the VPCs (Eisenmann *et al.* 1998; Hoier *et al.* 2000; Wagmaister *et al.* 2006), was upregulated 1.5-fold upon Wnt pathway overactivation, but failed to meet the target selection criterion of *P* ≤ 0.05. 

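The signal of lin-39 was 7.33 ± 0.36 (SD, n = 3) in overactivation, 6.92 ± 0.44 (SD, n = 3) in N2 and 6.72 ± 0.30 (SD, n = 3) in underactivation. This is a 1.33-fold difference from N2 (adjusted p = 0.507 from limma; log2 difference 0.41, and 0.18 without N2 replicate 2) and a 1.53-fold difference from underactivation (adjusted p = 0.905), with overlapping arrays in both comparisons. It did not meet the fold criterion over N2 or the P criterion. The Axin gene pry-1, a negative regulator of the pathway, differed 3.60-fold from N2 (adjusted p = 0.149) and 3.23-fold from underactivation (adjusted p = 0.776). The Hox gene egl-5 differed from N2 by -1.36 log2 (adjusted p = 0.341 from limma), with overlapping arrays. Its signal was 3.83 ± 1.65 (SD, n = 3) in N2 and 2.47 ± 0.29 (SD, n = 3) in overactivation, which was not shown to be above background.
Of 13 reported Wnt targets measured, 0 passed against N2 over all probe sets from limma, 4 were higher and 0 lower at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. Their median was 0.18 against N2 (camera adjusted p = 0.401) and 0.61 against underactivation, where 11 of 13 means were higher (camera adjusted p = 0.000672, and adjusted p = 0.0718 with an estimated correlation). The list holds mab-5, pry-1, egl-18 and elt-6, which the study identified on these samples, so it is not wholly independent evidence.

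**Figure D3:**
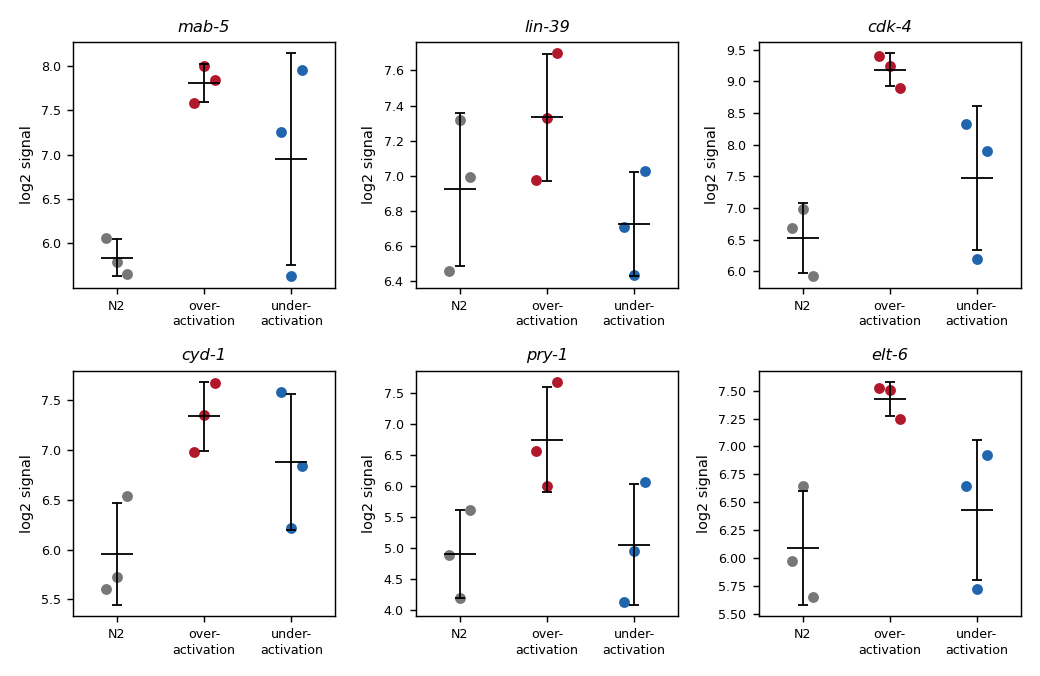
Log2 signal on each array of N2, Wnt overactivation and Wnt underactivation for mab-5, lin-39, cdk-4, cyd-1, pry-1 and elt-6, with the mean (line) and standard deviation (bar) of the 3 arrays of a group. In mab-5 and cdk-4 the overactivation arrays all lie above N2, and in lin-39 the groups overlap.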

The other known Wnt signaling targets are expressed in other cell types or developmental stages, and are not predicted to be identified by our method. Taken together, these results suggest that combining conditional activation of the Wnt signaling pathway with mRNA tagging and microarray analysis was successful in identifying putative Wnt pathway target genes with a high representation of genes expressed in the seam cells and vulval cells.

### Characterization of Wnt pathway-regulated genes

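Nuclear hormone receptor genes, which encode ligand-regulated transcription factors, included 8 of the genes that rose in overactivation relative to N2 and 0 of those that fell, among 243 measured (15 higher when adjusted over the list alone). The signal of nhr-155 rose 4.45-fold (adjusted p = 0.0293 from limma; held in 2 of 9 fits that left out 1 array), that of nhr-149 4.94-fold (adjusted p = 0.0462; held in 0 of 9) and that of nhr-205 4.23-fold (adjusted p = 0.0431; held in 1 of 9). The N2 arrays read 3.32 to 3.68 for nhr-155 and 2.31 to 3.67 for nhr-149. These levels were not shown to be above background, so the size of both folds is uncertain. Of 80 genes related to hedgehog and patched, 1 rose: grl-20, 3.18-fold (adjusted p = 0.042; held in 2 of 9). Its signal was 5.95 ± 0.45 (SD, n = 3) in overactivation and 6.57 ± 0.20 (SD, n = 3) in underactivation, with all 3 underactivation arrays higher. The list of nuclear hormone receptors had camera adjusted p = 0.0538, and the hedgehog-related list had adjusted p = 0.0385, or adjusted p = 0.433 with an estimated correlation. In underactivation relative to N2, 34 nuclear hormone receptor genes were higher and 5 lower at an unadjusted p under 0.05 and 0 passed from limma (camera adjusted p = 0.0199, and adjusted p = 0.508 with an estimated correlation). Against underactivation 0 genes of either list passed from limma, with 6 nuclear hormone receptor genes higher and 8 lower, and 3 hedgehog-related genes higher and 3 lower, at an unadjusted p under 0.05.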

Analysis of the 239 Wnt pathway-regulated genes by DAVID (Huang *et al.* 2009a,b) identified 57 genes in four significantly enriched, functionally related groups: structural constituents of cuticle; transcription factors; signaling proteins; and protein kinases (Table S4). Thirteen of the 57 genes (∼24%) are expressed in the seam cells and/or the developing vulva (Yook *et al.* 2012) (Table S4). The largest class of enriched genes includes those encoding components of the worm’s outer surface, the cuticle, which is synthesized by hypodermal cells (Page and Johnstone 2007). In our previous analysis of Wnt-activated genes in the larva, we identified a subset of cuticle collagen genes that are normally expressed in the mid L4 stage, but that can be expressed earlier in response to ectopic Wnt signaling (Jackson *et al.* 2014). Reduction of function for these genes caused a defect in adult cuticle integrity (Jackson *et al.* 2014). The identification of a large number of *col* genes in the current assay confirms the result from the previous analysis and supports the hypothesis of a previously unknown role for Wnt signaling in adult cuticle synthesis (Jackson *et al.* 2014; van der Bent *et al.* 2014). 

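Of 143 cuticle collagen genes measured, 133 had a higher mean in overactivation than in N2, with a median difference of 0.51 log2, or 1.43-fold. By camera the list had adjusted p = 2.81e-12 with the preset correlation, and did not pass with an estimated correlation (adjusted p = 0.288). At an adjusted p under 0.05 from limma 5 were higher and 0 lower, with 49 higher and 3 lower at an unadjusted p under 0.05 and 9 higher when adjusted over the list alone. Besides col-38 and col-49, these were col-77 (2.85-fold, adjusted p = 0.0485; held in 0 of 9 fits that left out 1 array), col-20 (2.15-fold, adjusted p = 0.0459; held in 1 of 9) and col-164 (1.77-fold, adjusted p = 0.0462; held in 0 of 9).
The study chose some collagens on these samples, so those outside Tables 2, S2, S3 and S5 were also tested. The study's full target list and its cuticle group were not at hand, so chosen collagens may remain in this list. It is thus not wholly independent evidence. These collagens had a median of 0.50 against N2 and 0.27 against underactivation, where 117 means were higher and the median was 0.17 without overactivation replicate 3. Against underactivation 0 of these passed over all probe sets from limma, with 13 higher and 1 lower at an unadjusted p under 0.05. In underactivation relative to N2 their median was 0.23. Camera gave adjusted p = 6.10e-11, 1.29e-07 and 0.00111 for these 3 comparisons with the preset correlation, and adjusted p = 0.303, 0.467 and 0.616 with an estimated correlation. Against underactivation the collagen gene col-38 was 9.16-fold higher (adjusted p = 0.0691).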

We did not pursue further characterization of the cuticle component genes identified in this list of seam and VPC Wnt target genes.

To identify new Wnt pathway–regulated genes for further analysis, we took two approaches. First, we categorized the putative Wnt pathway target genes based on their KOG identity (EuKaryotic Orthologous Groups) (Yook *et al.* 2012) and occurrence of a known human ortholog (Shaye and Greenwald 2011). This method identified 124 genes that encode transcription factors, signaling molecules, kinases, enzymes, collagens, or other proteins. From these broad categories we selected 24 genes to examine further; nine were chosen because they had human homologs, and the others were selected in such a way to span a range of Wnt activation levels (they ranged from 1.5× to 23.5× increased expression). Second, we repeated the mRNA tagging experiment and performed qPCR to analyze gene expression levels for more than 100 of the putative target genes identified by microarray analysis (data not shown). Twenty-seven of the genes were upregulated in response to Wnt pathway activation when assayed by this method, and 12 of these were also downregulated in response to Wnt pathway inhibition (Table S5). We do not have an explanation for the low validation rate by qPCR; however, a similarly low validation rate was seen in our previous microarray analysis using these conditional activation/inhibition reagents (Jackson *et al.* 2014). Both of these studies used a low cutoff for inclusion in the data set, and we noted that the qPCR validation rate declines as one moves down the genes in rank order (L. Gorrepati, B. Jackson and D. Eisenmann, unpublished observations). Among the genes regulated by both activation and inhibition of Wnt signaling was the Wnt pathway negative regulatory component *pry*-1*/Axin*, which we previously showed is a Wnt-responsive target gene in *C. elegans* as in other species (Jackson *et al.* 2014). We chose 26 qPCR validated genes, including 17 genes that had no previous characterization, for further study. In this way we selected 50 seam cell/VPC Wnt pathway–regulated genes encoding previously known and novel gene products for further characterization (Table 2). In addition to these genes, we also identified the adjacent genes *egl-18* and *elt-6*, which encode GATA transcription factors previously shown to be required for seam cell fate specification in the embryo (Koh and Rothman 2001). 

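Of the 50 genes, 44 had a probe set of their own, and 41 of these had a higher mean in overactivation than in N2. The median difference was 1.56 log2, or 2.95-fold. At an adjusted p under 0.05 from limma 9 were higher and 0 lower: the collagen gene col-49, the cyclin-dependent kinase gene cdk-4, the claudin-like gene clc-6 (K10D6.2), bcl-7 (C28H8.1), abhd-14 (Y55F3AM.10), C14C11.7, M04C9.1, T26E4.4 and Y43C5A.3. Y43C5A.3 rose 13.4-fold (adjusted p = 0.0188; held in 8 of 9 fits that left out 1 array), M04C9.1 6.85-fold (adjusted p = 0.0254; held in 4 of 9) and C14C11.7 4.29-fold (adjusted p = 0.0293; held in 3 of 9).
When adjusted over the list alone 38 were higher, which is not independent evidence since the study chose the genes on these samples. Against underactivation all 44 means were higher, with a median of 0.83 log2, and 0 passed over all probe sets from limma, with 20 higher and 0 lower at an unadjusted p under 0.05. The count of 9 was 0 without overactivation replicate 3, 2 without underactivation replicate 2, 2 without overactivation replicate 4, 3 without N2 replicate 3, 3 without underactivation replicate 5, 5 without N2 replicate 4, 5 without overactivation replicate 1 and 14 without underactivation replicate 4. It was 5 with only the 2 groups in the fit and 0 with the methods' P adjusted by Benjamini-Hochberg.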

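The signal of elt-6 was 7.43 ± 0.15 (SD, n = 3) in overactivation, 6.09 ± 0.51 (SD, n = 3) in N2 and 6.43 ± 0.63 (SD, n = 3) in underactivation, with all 3 overactivation arrays above all others. It differed 2.52-fold from N2 (adjusted p = 0.0955 from limma) and 1.99-fold from underactivation (adjusted p = 0.780; log2 difference 0.99, and 0.64 without underactivation replicate 4). The signal of egl-18 was 7.76 ± 0.32 (SD, n = 3) in overactivation, 6.75 ± 0.78 (SD, n = 3) in N2 and 6.73 ± 0.65 (SD, n = 3) in underactivation, a 2.01-fold difference from N2 with overlapping arrays (adjusted p = 0.276; log2 difference 1.01, and 0.58 without N2 replicate 2). The elt-6 probe set met the fold and P criteria of the study, and that of egl-18 met both fold criteria and did not meet the P criterion. The other probe set of elt-6 differed from N2 by -0.72 log2 and that of egl-18 by 0.44.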

In a separate analysis (Gorrepati *et al.* 2013), we showed that *egl-18* and *elt-6* function downstream of Wnt signaling in the larva seam cells to maintain the progenitor cell fate during larval seam cell divisions (these genes are not described further here).

**Table 2:** Wnt-regulated genes from the seam cells and VPCs selected for further characterization

Gene Function	Gene	Encodes	Fold Change Wnt Overactivation	Expression	Reference
Signaling	*che-14*	Dispatched homolog	4.1	Seam cells, vulva	Michaux *et al.* 2000
					Jarriault *et al.* 2008
	*grd-3*	Hedgehog-like protein	2.5	Seam cells	Aspock *et al.* 1999
					Mallo *et al.* 2002
	*grd-14*	Hedgehog-like protein	2.4	Seam cells	Hao *et al.* 2006
					McKay *et al.* 2003
	*hog-1*	Hedgehog-like protein	3.1	Other	Hao *et al.* 2006
	*old-2*	Protein tyrosine kinase	6.7	N.D.	
	*osm-11*	DOS domain-containing ligand	1.6	Seam cells, VPCs	Komatsu *et al.* 2008
					Singh *et al.* 2011
	*rab-8*	Ras GTPAse	2.1	Other	Meissner *et al.* 2011
	*rhgf-2*	Guanine nucleotide exchange factor	2.1	Other	Ruvinsky *et al.* 2007
					McKay *et al.* 2003
					Lin *et al.* 2012
Transcription regulation	*ldb-1*	LIM domain-binding factor	1.9	Vulva, other	Dupuy *et al.* 2007
					Cassata *et al.* 2000
					Wenick and Hobert 2004
					Reece-Hoyes *et al.* 2007
					Levin *et al.* 2012
	*lin-1*	Ets-domain-containing transcription factor	1.9	Other	Dupuy *et al.* 2007
					McKay *et al.* 2003
					Murray *et al.* 2012
	*mab-5*	Homeodomain transcription factor	3.1	P cells, other	Salser and Kenyon 1992
	*nhr-23*	Nuclear hormone receptor	2.7	Seam cells, hyp	Kostrouchova *et al.* 1998
					Feng *et al.* 2012
	*nhr-74*	Nuclear hormone receptor	4.8	Seam cells	Miyabayashi *et al.* 1999
	*nhr-113*	Nuclear hormone receptor	4.3	Seam cells	Reece-Hoyes *et al.* 2007
	*tbx-2*	T-box transcription factor	1.9	Other	Miyahara *et al.* 2004
					Roy Chowdhuri *et al.* 2006
					Smith and Mango 2007
Enzymes	*cdk-4*	Cyclin-dependent kinase	3.9	Seam cells, VPCs, other	Park and Krause 1999
	*dhs-5*	Dehydrogenase	2.8	Hyp, other	Wang *et al.* 2006
	*pak-1*	p21-activated kinase	1.6	Seam cell T, VPCs, other	Chen *et al.* 1996
					Lino and Yamamoto 1998
					Goh *et al.* 2012
	*glna-2*	Glutaminase	2.6	Hyp, other	McKay *et al.* 2003
	*F26E4.5*	Tyrosine kinase	3.5	N.D.	
	*bus-8*	Glycosyltransferase	2.9	Seam cells	Partridge *et al.* 2008
	*kin-10*	Casein kinase beta regulatory subunit	1.5	Other	Hu *et al.* 2006
					Meissner *et al.* 2011
Unknown	*nlp-25*	neuropeptide-like protein	10.0	Other	This work
	*T26E4.4*	Human FUT2 homolog	13.3	P cells, hyp	Jackson *et al.* 2014
	*C54C8.2*	Uncharacterized protein	3.1	Seam cells	Reece-Hoyes *et al.* 2007
Other	*cki-1*	Cell cycle inhibitor	3.8	Seam cells, VPCs, other	Hong *et al.*1998
					Feng *et al.* 1999
					Saito *et al.* 2004
					Fukuyama *et al.* 2003
					Fujita *et al.* 2007
	*col-49*	Collagen	23.5	Seam cells, P cells, hyp	Jackson *et al.* 2014
	*pry-1*	Scaffolding protein	4.2	Seam cells, VPCs, other	Korswagen *et al.* 2002
					Mizumoto and Sawa 2007
	*rsp-4*	RNA processing protein	1.7	Other	Kawano *et al.* 2000
	*sqv-7*	Nucleotide sugar transporter	2.2	Seam cells, VPCs	Hwang and Horvitz 2002
					McKay *et al.* 2003
					Dupuy *et al.* 2007
	*twk-5*	K channel	2.8	No expression	This work
	*add-1*	Cytoskeletal protein	3.7	Seam cells, hyp, other	McKay *et al.* 2003
					Dupuy *et al.* 2007
					Vukojevic *et al.* 2012
	*K10D6.2*	Membrane protein	2.7	Seam cells, other	Kunitomo *et al.* 2005
	*rhy-1*	Regulator of hypoxia-inducible factor	3.6	Vulva, hyp	Shen *et al.* 2006
	*Y71H2AL.1*	Calcium-binding protein	1.7	Other	Wagner *et al.* 2011
	*mlt-11*	Serine protease inhibitor	1.8	Seam cells, hyp	Frand *et al.* 2005
Unknown	*C28H8.1*	Human gene BCL7A ortholog	3	N.D.	
	*nspe-1*	Nematode-specific peptide	7.5	Other	This work
	*pepm-1*	PEPtidase M1 domain-containing protein	2.3	Vulva	Inoue *et al.* 2002
	*ttr-15*	TransThyretin-related protein	2	No expression	This work
	*ttr-3*	TransThyretin-related protein	3.6	P cells, hyp	This work
	*ttr-4*	TransThyretin-related protein	3.6	No expression	This work
	*B0454.5*	Uncharacterized protein	3.8	P cells, hyp	This work
	*C08E3.13*	Uncharacterized protein	2.2	vulva, other	Mochii *et al.* 1999
	*C14C11.7*	Uncharacterized protein	4.5	No expression	This work
	*K10D6.3*	Uncharacterized protein	5.2	No expression	This work
	*M04C9.1*	Uncharacterized protein	5.4	No expression	This work
	*Y37E11B.7*	Uncharacterized protein	7.7	No expression	This work
	*Y43C5A.3*	Uncharacterized protein	10.0	P cells, hyp	This work
	*Y55F3AM.10*	Uncharacterized protein	3.4	No expression	This work

Shown here are 50 seam/VPC Wnt pathway-regulated genes selected for further characterization grouped into broad classes based on the identity of the protein encoded by each gene. The fold change in expression in Wnt pathway overactivation condition observed by microarray analysis is shown. Also shown is each gene’s expression pattern (previously known or reported here). hyp indicates hypodermal expression not in the seam or vulva lineages (P cells, VPCs, vulva); other indicates known expression outside of hypodermal lineages

### Expression analysis of putative seam and VPC Wnt target genes

Spatial expression data is known for 32 of the 50 putative Wnt target genes: 10 are expressed in seam cells, 3 are expressed in P cells (precursors to VPCs) and/or hypodermis, seven are expressed in seam and vulva, three are expressed in the vulva, and one is expressed in vulva and hypodermis; (Yook *et al.* 2012) (Table 2). Eight genes have known expression in other tissues but not in the seam and vulva (Yook *et al.* 2012) (Table 2); however, four of them have vulval or seam phenotypes when their function is compromised (*lin-1*, *kin-10*, *rsp-4*, and *hog-1*) (Ferguson and Horvitz 1985; Longman *et al.* 2001; Kamath and Ahringer 2003; Rual *et al.* 2004; Zugasti *et al.* 2005), suggesting they may be expressed in those cell types. Of the 18 genes with no known expression data, we generated 14 *promoter*::*yfp* constructs in which the upstream region from the start codon of the gene of interest to the next upstream gene was fused to 2X::NLS::YFP coding sequences (this work; Jackson *et al.* 2014). Five of 14 genes (*B0454.5*, *ttr-3*, *Y43C5A.3*, *col-49*, *T26E4.5*) were expressed in the hypodermis, seam cells, or P cell descendents, whereas two genes, *nlp-25* and *nspe-1*, showed expression in other tissues (Figure 2, Table 2) (Jackson *et al.* 2014). We failed to detect YFP expression for eight genes, suggesting the *promoter*::*yfp* constructs may not have included all possible regulatory elements (six of the eight genes were previously uncharacterized genes encoding novel proteins). In summary, of the 46 candidate genes examined, 63% showed expression in the seam or vulval lineages. Therefore, given their expression in the cell types of interest, and their upregulation in response to Wnt signaling, we consider these genes likely to be *bona fide* Wnt target genes in the seam cells and the vulval cells.

**Figure 2:**
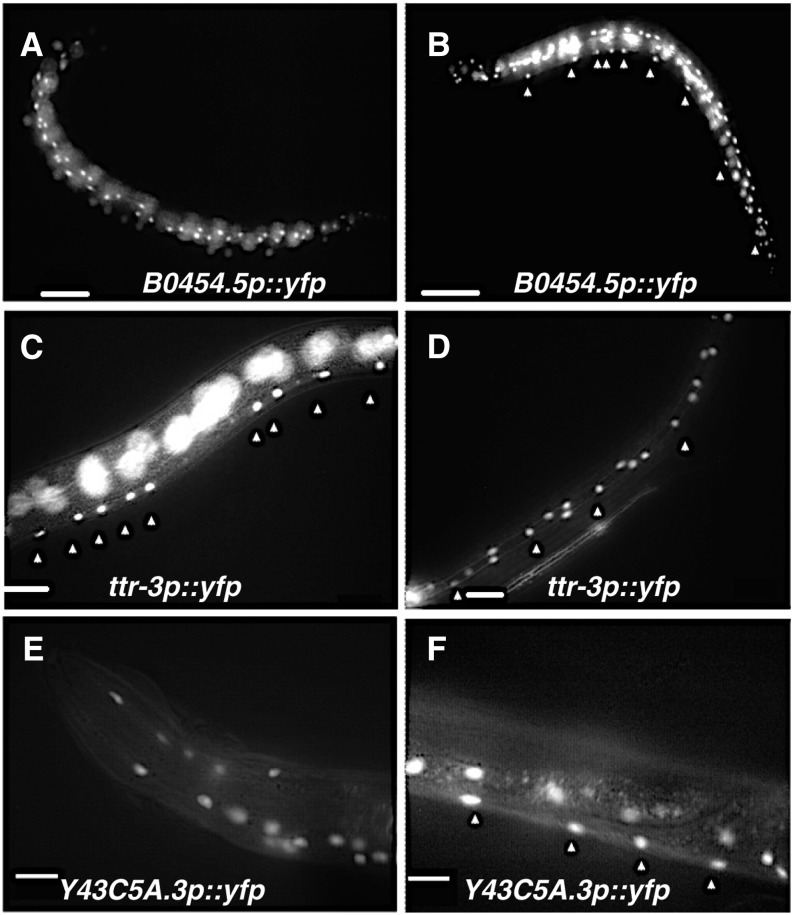
Transcriptional reporter analysis reveals putative Wnt targets are expressed in seam cells, hypodermis, and P cell descendents. Shown here are *promoter*::*YFP* expressing worms. (A and B) The target gene *B0454.5* is expressed in hypodermal cells (unlabeled) and P cell descendents (arrowheads in B) throughout larval life and in adults. (C and D) *ttr-3*::*YFP* is also expressed in the P cell descendents (arrowheads in C), seam cells (arrowheads in D), and hypodermal cells (unlabeled). (E and F) Expression of *Y43C5A.3*::*YFP* is shown in the hypodermal cells (E) and P cells (arrowheads in F). In (A) through (C), the out-of-focus fluorescence is from the seam and hypodermal cells, present in a different focal plane. Scale bars represent 50 μm in all figures.

### Wnt targets genes function in seam cell and vulval development

The seam cells are lateral hypodermal cells extending in a single row from nose to tail that divide in a stem cell–like manner during each of the four larval stages to generate one daughter that retains the seam cell fate and the ability to divide further, and another daughter that differentiates and joins the syncytial skin of the growing worm (Joshi *et al.* 2010). The asymmetric division of the seam cells is known to be regulated by Wnt signaling (Gleason and Eisenmann 2010). After their final division in the L4 stage, the 16 seam cells on each side of the animal exit the cell cycle, terminally differentiate, and fuse with each other to form a single syncytial cell (Joshi *et al.* 2010). The differentiated seam cells secrete the specialized cuticular structure called alae (Joshi *et al.* 2010), which are visible as lateral parallel ridges running the length of the body in adult worms.

We examined the role of 50 putative Wnt target genes in larval seam cell development using RNAi interference (RNAi). To increase the likelihood of observing novel phenotypes, we used an *rrf-3*(*pk1426*) background, which is hypersensitive to RNA interference (Simmer *et al.* 2002). We monitored seam cell numbers in RNAi-treated animals using the transcriptional reporter *grd-10p*::*gfp*, which expresses GFP in the nucleus and cytoplasm of all seam cells from early larval stages to adult **(**Figure 3, Table 3) (McKay *et al.* 2003). Alterations in seam cell number could indicate a defect in adoption or maintenance of the seam cell fate, execution of the asymmetric seam cell divisions, or seam cell survival (Gleason and Eisenmann 2010; Gorrepati *et al.* 2013). We also examined RNAi-treated animals for defects in seam cell fusion by antibody staining for the adherens junction protein AJM-1, and for defects in adult alae formation (Figure 3, Table 4, Table 5) (Page and Johnstone 2007). Defects in these properties could indicate a defect in the specification, survival, or terminal differentiation of seam cells.

**Figure 3:**
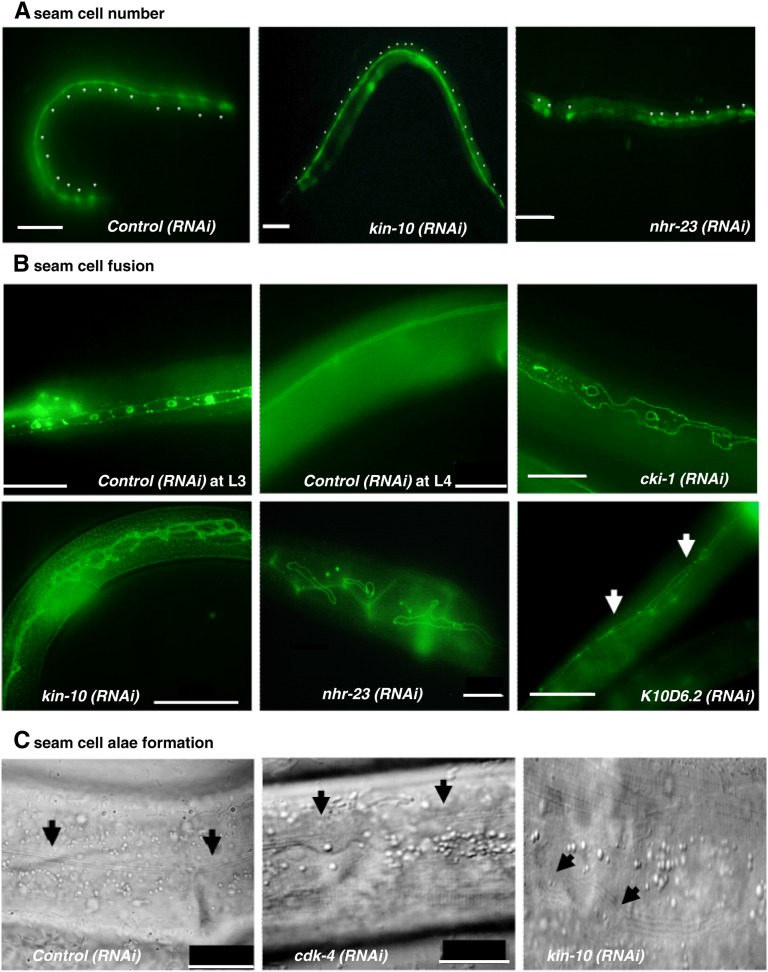
Putative Wnt targets influence seam cell number, formation of seam syncytium, and cuticular alae. (A) Seam cells (asterisks) in RNAi control, *kin-19(RNAi)*, and *nhr-23(RNAi)* young adult animals. All animals contain *grd-10*::*gfp*, which expresses GFP in the nucleus and cytoplasm of seam cells at all stages. RNAi control animals have 16 seam cells per side, whereas *kin-10(RNAi)* animals have additional seam cells and *nhr-23(RNAi)* animals have fewer seam cells. (B) After their last division in the L4 stage, seam cells fuse to form a single-cell syncytium that runs the length of the animal, which can be visualized by antibody staining for the junctional protein AJM-1. The first two panels show seam cells in RNAi control animals before (L3) and after homotypic fusion (late L4). At this later time, *cki-1(RNAi)* and *kin-10 (RNAi)* animals show ring-like malformations in the syncytium, *nhr-23(RNAi)* worms have gaps in the syncytium, and *K10D6.2(RNAi*) worms have gaps as well as unfused seam cells (arrow heads). (C) After their last division in the L4 stage, seam cells secrete a specialized cuticular structure called alae that is visualized as three to four parallel ridges running the length of the animal. The first panel shows a portion of the midbody cuticle of an RNAi control animal with intact alae. *cdk-4(RNAi)* animals show partial or incomplete alae (alae end at arrowheads with gap between), whereas *kin-10(RNAi)* worms exhibited misformed alae (arrow heads). Scale bars represent 50 μm in all figures.

**Table 3:** Reduction of function of five Wnt-regulated genes alters terminal seam cell number

Strain	n	Average Adult Seam Cell No.	Range
*control(RNAi)*	246	15.6	13–16
*cdk-4(RNAi)*	35	11.9*^a^*	7–16
*cki-1(RNAi)*	38	20.6*^a^*	17–26
*kin-10(RNAi)*	42	23.9*^a^*	16–36
*mlt-11(RNAi)*	43	10.5*^a^*	7–13
*nhr-23(RNAi)*	53	13.3*^a^*	9–16

All animals contain *rrf-3(pk1426)* and seam cell–specific marker *grd-10*::*gfp*; GFP+ cells were counted in young adult worms. The number of adult seam cells per side in control RNAi (feeding vector alone) and animals treated with RNAi against the indicated Wnt regulated genes is shown.

a *P* ≤ 0.001 (unpaired t-test) compared to control (RNAi).

**Table 4:** Wnt pathway components and Wnt-regulated genes influence seam syncytium formation

Strain	n	Normal (%)	Gaps (%)	Unfused (%)	Rings (%)
*control(RNAi)*	74	96	4	0	0
*bus-8(RNAi)*	72	64	26*^b^*	8*^b^*	1
*cdk-4(RNAi)*	36	53	47*^b^*	0	0
*cki-1(RNAi)*	33	12	85*^b^*	0	3
*K10D6.2(RNAi)*	56	0	70*^b^*	27*^b^*	3*^b^*
*kin-10(ok1751)*	51	39	2	0	59*^b^*
*kin-10(RNAi)*	51	16	0	0	84*^b^*
*mlt-11(RNAi)*	41	10	76*^b^*	2	12*^b^*
*nhr-23(RNAi)*	30	3	77*^b^*	17*^b^*	3*^a^*

Antibody staining against AJM-1 protein was used to visualize the seam syncytium in *rrf-3(pk1426)* animals treated with RNAi against the indicated Wnt-regulated genes. Normal indicates fused seam cells appearing as parallel tracks running the entire length of the animal; partial indicates gaps; unfused indicates presence of unfused seam cells; and rings indicates ring-shaped misformations along the seam syncytium. The percentage of animals with the indicated seam syncytium defects is shown.

a *P* ≤ 0.05.

b *P* ≤ 0.001 (Fisher’s exact test) compared to control (feeding vector alone).

**Table 5:** Wnt pathway components and Wnt-regulated genes influence adult alae formation

Strain	n	Normal (%)	Partial (%)	Absent (%)	Rings (%)
*control(RNAi)*	40	100	0	0	0
*bus-8(RNAi)*	37	8	30*^b^*	62*^b^*	0
*cdk-4(RNAi)*	31	36	45*^b^*	19*^b^*	0
*cki-1(RNAi)*	26	26	70*^b^*	4	0
*K10D6.2(RNAi)*	58	38	58*^b^*	7*^a^*	0
*kin-10(ok1751)*	52	0	10*^b^*	6*^b^*	84*^b^*
*kin-10(RNAi)*	31	6	7*^b^*	0	87*^b^*
*mlt-11(RNAi)*	41	2	20*^b^*	78*^b^*	0
*nhr-23(RNAi)*	34	0	24*^b^*	76*^b^*	0

*rrf-3(pk1426)* animals were treated with RNAi against the indicated Wnt-regulated genes and examined for defective adult alae formation. The percentage of worms with the indicated types of alae defects is shown. Normal indicates three parallel ridges running along the length of the animal; partial indicates gaps; absent indicates lack of alae; and rings indicates ring-like misformations along the length of the alae.

a *P* ≤ 0.05.

b *P* ≤ 0.001 (Fisher’s exact test) compared to control (feeding vector alone).

We also tested the involvement of the putative Wnt target genes in vulval precursor cell (VPC) fate specification by observing L4 vulval formation in RNAi-treated animals (Figure 4, Table 6). Wnt signaling is known to function in the specification or maintenance of the VPC fate, as well as in the asymmetric division of the VPCs P5.p and P7.p (Eisenmann *et al.* 1998; Eisenmann and Kim 2000; Gleason *et al.* 2002, 2006; Green *et al.* 2008). Abnormalities in vulval morphology observed at the L4 stage could indicate a defect in VPC fate specification or fate execution, vulval cell formation, or vulval morphogenesis (Eisenmann and Kim 2000).

**Figure 4:**
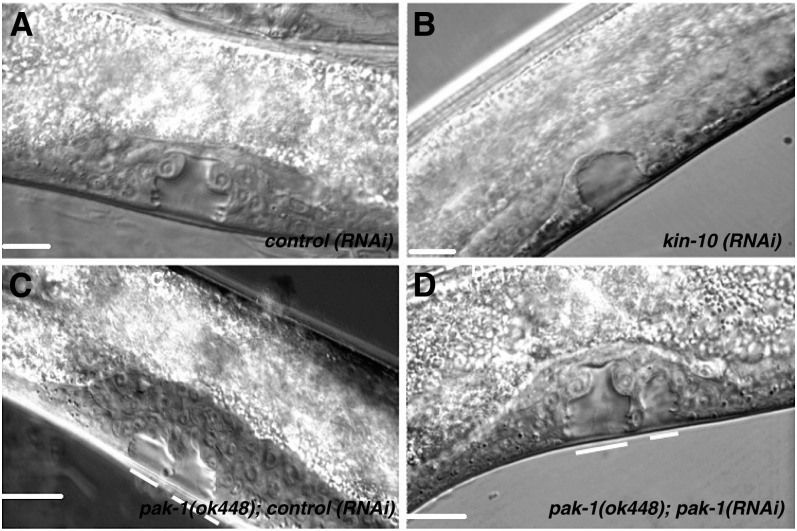
Reduction-of-function of putative Wnt targets affects L4 vulva formation. (A) In the control, three VPCs adopting primary and secondary fates in the L3 stage divide further and undergo morphogenesis, resulting in a Christmas tree–shaped L4 vulva. (B) When fewer than three VPCs adopt vulval fates, an underinduced phenotype can be seen as observed in *kin-10(RNAi)* worms. (C and D) The polarity of P7.p is reversed in Wnt signaling mutants resulting in a Bivulva phenotype. A similar phenotype was observed in *pak-1(RNAi)* worms and in *pak-1(ok448)* mutants. Scale bars represent 50 μm.

**Table 6:** Wnt-regulated genes required for proper L4 vulva formation

Strain	n	Normal (%)	Underinduced (%)	Overinduced (%)	Bivulva (%)	Other (%)
*control (RNAi)*	81	98	0	0	0	2
*lin-1(RNAi)*	35	6	0	91*^b^*	0	3
*kin-10(RNAi)*	45	4	85*^b^*	4*^b^*	0	7*^b^*
*pak-1(ok448)*	61	80	5	0	13*^b^*	2
*pak-1(RNAi)*	63	90	2	0	8*^a^*	0

The top shows the percentage of *rrf-3(pk1426)* animals showing L4 vulval defects upon RNAi treatment for *lin-1* and *kin-10*. Normal indicates the characteristic Christmas tree–shaped L4 vulva formed when three VPCs adopt primary and secondary fates and divide further. Underinduced indicates improper L4 vulva formed when fewer than three VPCs adopt vulval fates. Overinduced indicates multiple vulval invaginations that form when more than three VPCs adopt vulval fates. Bivulva indicates a reversal in the polarity of the VPC P7.p resulting in an extra invagination.

a *P* ≤ 0.05.

b *P* ≤ 0.001 (Fisher’s exact test) compared to control (RNAi).

Of the 50 genes examined, five genes (*cdk-4*, *cki-1*, *kin-10*, *mlt-11*, and *nhr-23*) showed alterations in adult seam cell number (Table 3), seven genes (*bus-8*, *cdk-4*, *cki-1*, *kin-10*, *mlt-11*, *nhr-23*, and *K10D6.2*) showed defects in seam syncytium and alae formation (Table 4, Table 5), and three genes (*lin-1*, *kin-10*, and *pak-1*) had defects in L4 vulva formation (Table 6). We briefly describe these nine genes below.

### Wnt target genes that affect seam cell fate specification and terminal differentiation

#### cdk-4 (cyclin-dependent kinase 4):

CDK-4 forms a complex with cyclin D1 (CYD-1 in *C. elegans*) that regulates progress from the G1 to S phase of the cell cycle (van den Heuvel 2005). In *C. elegans*, CDK-4 is expressed during larval life in many cells, including the Pn.p cells, VPCs, and seam cells, and *cdk-4* RNAi-treated animals have defects in cell cycle progression for many postembryonic lineages (Park and Krause 1999). As expected for a positive cell cycle regulator, we found that *cdk-4(RNAi)* animals had fewer seam cells as adults (11.9 SCs/side, compared to an average of 15.6 in control RNAi animals) (Table 3); 47% of *cdk-4(RNAi)* worms displayed gaps in the seam syncytium (Table 4), whereas 64% of treated animals had missing or abnormal cuticular alae (Table 5, Figure 3K). These latter phenotypes are most likely due to the decrease in seam cell number observed in these animals, leading to gaps in the linear array of seam cells along the body axis. 

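The cyclin D gene cyd-1 had a signal of 7.33 ± 0.35 (SD, n = 3) in overactivation and 5.95 ± 0.51 (SD, n = 3) in N2, a 2.60-fold difference (adjusted p = 0.110 from limma) that met the P criterion of the study. In underactivation the signal was 6.88 ± 0.68 (SD, n = 3), and overactivation was 1.37-fold higher than this (adjusted p = 0.941) and below the fold criterion. That log2 difference of 0.45 was 0.12 without underactivation replicate 4. A second cyd-1 probe set differed from N2 by -0.33 log2.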

In humans, the cyclin D1 gene is a transcriptional target of Wnt signaling (Shtutman *et al.* 1999; Tetsu and McCormick 1999); however, the worm *cyd-1* gene did not pass our criteria for selection of Wnt pathway targets. These results suggest that *C. elegans* may use a different mechanism to activate cell proliferation in response to Wnt signaling, perhaps by upregulation of expression of *cdk-4* rather than its cyclin partner.

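The signal of cdk-4 was 9.18 ± 0.26 (SD, n = 3) in overactivation and 6.53 ± 0.55 (SD, n = 3) in N2, a rise of 2.65 log2 (standard error 0.52, adjusted p = 0.0485 from limma; held in 1 of 9 fits that left out 1 array). In underactivation it was 7.47 ± 1.13 (SD, n = 3), so that overactivation was 3.27-fold higher, with all 3 of its arrays above those of underactivation (adjusted p = 0.656). That log2 difference of 1.71 was 1.07 without underactivation replicate 4. Of 28 cell cycle genes measured, cdk-4 was the 1 that passed relative to N2, and 5 were higher and 1 lower when adjusted over the list alone. The list's median was 0.24 against N2 (camera adjusted p = 0.396).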

#### cki-1 (cyclin-dependent kinase inhibitor 1):

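The signal of cki-1, which encodes an inhibitor of cyclin-dependent kinases, was 9.27 ± 0.41 (SD, n = 3) in overactivation and 7.16 ± 0.42 (SD, n = 3) in N2, a 4.30-fold difference with all 3 overactivation arrays above N2 (adjusted p = 0.0792 from limma). In underactivation it was 8.17 ± 1.10 (SD, n = 3), 2.14-fold below overactivation, with overlapping arrays (adjusted p = 0.900). That log2 difference of 1.10 was 0.48 without underactivation replicate 4. A second cki-1 probe set differed from N2 by 0.62 log2.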

Curiously, the *cki-1* gene was also found as a potential Wnt target gene in our analysis. The cyclin-dependent kinase inhibitor CKI-1 is homologous to the mammalian Cip/Kip family of CKI proteins, which inhibit CDKs functioning in the G1 to S phase transition (Clayton *et al.* 2008). Loss of function of *cki-1* results in extra cell divisions in the embryo as well as in many postembryonic cell lineages, including the VPCs and seam cells (Hong *et al.* 1998; Fukuyama *et al.* 2003; Nimmo *et al.* 2005; Kagoshima *et al.* 2007; Clayton *et al.* 2008; Buck *et al.* 2009). As expected, we observed an increased seam cell number in *cki-1(RNAi)*-treated adults (20.6 SCs/side) (Table 3). Curiously, although *cki-1(RNAi)* worms had more seam cells, more than 85% of animals had gaps in the seam syncytium or showed misformed syncytium (Table 4, Figure 3F). In addition, the adult alae were missing or only partially formed in 74% of adult worms (Table 5). These phenotypes suggest a defect in terminal differentiation of the seam cells. Although cell differentiation in general was not found to be affected by loss of CKI-1 (van den Heuvel 2005), our results indicate that reduction of function for *cki-1* may interfere with the ability of the seam cells to terminally differentiate properly, perhaps due to failure to exit the cell cycle at the proper time of development. It is currently unclear whether *cdk-4* and *cki-1* are both targets of the Wnt pathway in the same cells at the same time in development; further analysis will be needed to resolve this apparent incongruous result.

#### kin-10 (casein kinase II beta regulatory subunit):

*kin-10* encodes an ortholog of the human casein kinase II beta regulatory subunit encoded by *CSNK2B*. In *C. elegans*, *kin-10* is widely expressed throughout development, although specific expression in seam cells and VPCs was not reported (Hu *et al.* 2006). KIN-10 is required for male mating, general viability, and function of the RNA interference pathway (Kim *et al.* 2005; Hu *et al.* 2006). Interestingly, we observed an increase in terminal seam cell number in *kin-10(RNAi*) animals (Table 3, Figure 3B), and >80% of these animals had misformed seam syncytium and alae (Table 4, Table 5, Figure 3, G and L). These defects were also seen in animals containing the *(ok1751)* mutation, which is a large internal deletion in the *kin-10* gene (Yook *et al.* 2012) (Table 4, Table 5). Finally, as observed previously in a genome-wide RNAi screen (Simmer *et al.* 2003), *kin-10(RNAi)* worms had vulval defects, with 85% of animals having an underinduced phenotype, indicating a possible previously unidentified role for casein kinase II in vulval development (Table 6, Figure 4B).

In *Xenopus* and mice, casein kinase 2 has been shown to be a positive modulator of Wnt/β-catenin signaling and was activated upon Wnt stimulation in murine cell culture (Song *et al.* 2003; Dominguez *et al.* 2004). Some components of the Wnt pathway such as Dvl, APC, TCF, and β-catenin are *in vitro* substrates of CK2 (Dominguez *et al.* 2009). Curiously, our results show that the *kin-10(RNAi)* phenotype in the seam cells is the same as that caused by overactivation of the WBA pathway (an increase in seam cell number) (Gleason and Eisenmann 2010), whereas the *kin-10(RNAi)* phenotype in the vulval cells is the same as that caused by reduction of function of the WBC pathway (underinduction) (Eisenmann *et al.* 1998; Gleason *et al.* 2006). It is possible that *kin-10* may be a target of the WBA pathway in the seam cells and a target of the WBC pathway in the VPCs, and may modulate the function of these pathways in different ways in these two cell types. Finally, the defects in seam cell terminal differentiation seen in *kin-10(RNAi)* animals could be a consequence of the increase in seam cell number or KIN-10 could have separate functions in seam cell division/specification and differentiation. Additional experiments will be needed to characterize the role of KIN-10 in these Wnt-mediated processes.

#### nhr-23 (nuclear hormone receptor 23):

*nhr-23* encodes an orphan nuclear hormone receptor (NHR) that is expressed in the seam cells and the major hypodermal syncytium hyp7 throughout larval development, with expression peaking in the mid larval stage (Kostrouchova *et al.* 1998). Like its fly counterpart DHR3, NHR-23 is involved in molting and may be a regulator of other genes acting in the process (Kostrouchova *et al.* 1998, 2001). We found that RNAi treatment against *nhr-23* starting from the L1 stage resulted in animals with severe molting defects, as reported previously (Kostrouchova *et al.* 1998, 2001). However, we also observed that the seam cell number in *nhr-23(RNAi)* animals was reduced (13.3 SCs/side) (Table 3, Figure 3C), and almost 100% of *nhr-23(RNAi)* animals had defects in seam cell syncytium formation and alae formation (Table 4, Table 5, Figure 3H), indicating a previously unexplored role for NHR-23 in these processes. A "branched" alae defect in *nhr-23(RNAi)* animals was previously noted, although a defect in seam cell number was not seen (Kostrouchova *et al.* 1998, 2001). Since Wnt pathway mutants do not show molting defects (J. Gleason, L. Gorrepati and D. Eisenmann, unpublished observations), it is possible that Wnt signaling may be only one component of the regulation of *nhr-23* expression in the larva, such that reduction of Wnt signaling alone may not be sufficient to cause the molting phenotypes observed in *nhr-23(RNAi)* worms.

#### mlt-11 (molting defective 11):

The process of molting requires spatially coordinated and sequential functioning of transcription factors, signaling molecules, proteases, protease inhibitors, and other factors (Frand *et al.* 2005; Monsalve and Frand 2012). The *mlt-11* gene, which encodes a serine protease inhibitor, was identified in an RNAi screen for molting defects (Frand *et al.* 2005). *mlt-11* is expressed in the seam cells and hypodermis throughout larval development, with a peak of expression in the seam cells right before each larval molt, coinciding with its predicted role in protecting the new cuticle from proteases that are required to degrade the old cuticle (Frand *et al.* 2005). Interestingly, in addition to molting defects, we found that *mlt-11(RNAi)* animals had a decreased number of seam cells as adults (10.5 SCs/side) (Table 3), and a large percentage of *mlt-11(RNAi)* animals showed defects in seam syncytium and alae formation (Table 4, Table 5). This effect on seam cell number was surprising given the proposed extracellular function of MLT-11 in the molting process. We examined 12 other genes identified in molting screens for defects in seam cell number and found that reduction of function for *mlt-7* also caused a decrease in adult cells expressing three different markers of seam cell fate (Table S6). *mlt-7* encodes a heme peroxidase expressed in the hypodermis (including lateral and ventral cells) required for cross-linking of cuticle collagens (Thein *et al.* 2009). Intriguingly, the effect of *mlt-7* and *mlt-11* reduction of function on seam cell number suggests that there may be feedback regulation from the extracellular molting process to the division behavior of the seam cells, as was suggested earlier (Frand *et al.* 2005). Finally, it should be noted that *mlt-11* is predicted to function downstream of NHR-23, as its expression was affected in *nhr-23(RNAi)* animals (Frand *et al.* 2005). Therefore, it is possible that *mlt-11* was identified in this analysis because it is a downstream target of *nhr-23*, which is upregulated upon Wnt pathway overactivation, and that the effect of *nhr-23(RNAi)* on seam cell number is due to the regulation of *mlt-11* by NHR-23.

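Probe sets of nhr-23, which encodes a nuclear hormone receptor of the molting cycle, differed from each other. The brighter one had a signal of 7.03 ± 0.22 (SD, n = 3) in overactivation and 7.27 ± 0.61 (SD, n = 3) in N2, with overlapping arrays (log2 difference -0.24, and 0.03 without N2 replicate 4; adjusted p = 0.754 from limma). The other differed from N2 by 1.32 log2, or 2.50-fold, and met the fold and P criteria. The mean over both was 0.54. The signal of mlt-11 was 11.22 ± 0.27 (SD, n = 3) in overactivation and 10.08 ± 0.21 (SD, n = 3) in N2, 2.20-fold higher (adjusted p = 0.107), and it was 1.48-fold higher than in underactivation (adjusted p = 0.907). That log2 difference of 0.56 was 0.22 without underactivation replicate 4. The 3 other mlt-11 probe sets differed from N2 by -0.16 to 0.86 log2.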

### Wnt target genes that affect seam cell fate terminal differentiation only

#### bus-8 (bacterially unswollen 8):

BUS-8 is a glycosyl transferase that functions in N-linked glycosylation of proteins (Partridge *et al.* 2008). BUS-8 acts in the embryo during ventral closure when epithelial cells fuse and migrate to enclose the body (Partridge *et al.* 2008). Postembryonically, BUS-8 is expressed exclusively in the seam cells, where it functions in molting and in maintaining cuticle integrity (Gravato-Nobre *et al.* 2005; Partridge *et al.* 2008). Consistent with previous results, we observed that treatment of *rrf-3* worms with *bus-8* RNAi from the L1 stage resulted in animals with molting defects, some of which developed normally until adulthood and laid eggs that did not hatch. We found that terminal seam cell number in *bus-8(RNAi)* animals was unaffected (data not shown); however, 34% of *bus-8(RNAi)* animals showed gaps in the seam syncytium or had unfused seam cells (Table 4), and 92% of *bus-8(RNAi)* of animals had either partial or no alae (Table 5). These results indicate a previously unidentified role for this protein glycosylation factor in seam cell terminal differentiation. Because *bar-1* loss-of-function mutants do not have seam cell terminal differentiation defects of this type (J. Gleason, L. Gorrepati, and D. Eisenmann, unpublished results), this again suggests that regulation by Wnt signaling may represent only one component of *bus-8* expression, such that loss of Wnt signaling does not phenocopy the *bus-8* mutant seam terminal differentiation phenotype.

#### K10D6.2:

*K10D6.2*, which encodes a claudin-like transmembrane protein, was identified as a gene expressed in *C. elegans* sensory neurons by the mRNA tagging method, and it was also found to be strongly expressed in the seam cells during larval life (Kunitomo *et al.* 2005; Simske and Hardin 2011). In two genome-wide screens, RNAi for *K10D6.2* resulted in embryonic lethality (Maeda *et al.* 2001; Rual *et al.* 2004). As with *bus-8*, *K10D6.2(RNAi)* animals showed no significant change in adult seam cell number (data not shown), but 100% of adults had defects in formation of the adult seam syncytium, with unfused seam cells visible (Table 4, Figure 3I), and 65% of *K10D6.2(RNAi)* adult animals had partial or no alae (Table 5). Even in younger *K10D6.2(RNAi)* larvae, seam cells failed to contact each other to form a linear array, exhibiting gaps along the length of the animal (data not shown). These RNAi results indicate the *K10D6.2* gene product likely functions in seam cell terminal differentiation, perhaps in the homotypic fusion of the seam cells.

### Wnt target genes that act in vulval development

#### pak-1 (p21-activated kinase 1):

*pak-1* encodes a p21 activated kinase homolog required for proper axonal guidance (Lucanic *et al.* 2006), which is expressed in several tissues, including the seam cell T and its descendants, and the VPCs (Iino and Yamamoto 1998; Goh *et al.* 2012). In addition to its role in the specification of VPC fates, Wnt signaling also regulates the polarity of the descendants of secondary-fated VPC, P7.p (Inoue *et al.* 2004; Deshpande *et al.* 2005; Green *et al.* 2007, 2008). Consistent with a role in that process, we found that 8% of *pak-1(RNAi)* animals had a Bivulva phenotype indicative of P7.p polarity defects (Table 6). This phenotype was slightly stronger in *pak-1(ok448)* animals, which carry a large deletion in the *pak-1* gene (Harris *et al.* 2010; Yook *et al.* 2012) (Table 6). Curiously, others have reported that only ∼1% of *pak-1(ok448)* mutant worms exhibited defects in P7.p polarity, but that *pak-1(ok448)* could suppress the defects in P7.p polarity and reporter gene expression exhibited by a mutation in *lin-17*, which encodes a member of the Frizzled family of Wnt receptors (Goh *et al.* 2012). Therefore, it was proposed that PAK-1 negatively regulates the Wnt signaling pathway acting in P7.p polarity during vulval development (Goh *et al.* 2012). Our results show that loss of function of *pak-1* by RNAi or mutation results in a weak Bivulva phenotype similar to that caused by reduction of Wnt signaling, suggesting that PAK-1 plays a positive role downstream of Wnt signaling in P7.p. It is not clear why there is a difference in results, although differences in strain background could be possible. PAK-1 was recently shown to regulate the phosphorylation of β-catenin in colon cancer cells (Zhu *et al.* 2012). It is possible that *pak-1* may be a downstream target of Wnt signaling in vulval development that is required for phosphorylation of Wnt signaling components or other proteins necessary for successful orientation of P7.p polarity.

#### lin-1 (Lineage abnormal 1):

*lin-1* encodes an Ets-domain transcription factor that acts downstream of RTK/Ras signaling in the VPC P6.p during vulval development (Beitel *et al.* 1995). Loss of function of *lin-1* causes induction of VPCs, resulting in a multivulva phenotype, suggesting LIN-1 prevents these VPCs from adopting induced vulval cell fates in the absence of RTK/Ras signaling (Beitel *et al.* 1995; Sternberg 2005). Consistent with this, we found that 91% of *lin-1(RNAi)* animals had ectopic vulval invaginations characteristic of a multivulva phenotype (Table 6). Because the overinduced vulval phenotype caused by loss of *lin-1* activity is the opposite of the underinduced phenotype resulting from reduction of Wnt pathway activity (Eisenmann *et al.* 1998; Eisenmann and Kim 2000; Gleason *et al.* 2006), it was intriguing to identify *lin-1* as a possible Wnt pathway target. qPCR showed that endogenous *lin-1* transcript levels increased slightly upon Wnt pathway activation and decreased slightly upon Wnt pathway inhibition (Table S5). Therefore, we hypothesize that Wnt signaling may be one of several components that maintain *lin-1* expression in the VPCs before induction, such that while overexpression of ΔNTBAR-1 upregulates *lin-1* expression, reduction of Wnt signaling, such as in a *bar-1(ga80)* mutant, does not reduce *lin-1* expression enough to cause an overinduction phenotype.

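The signal of lin-1, which encodes an ETS transcription factor, was 10.07 ± 0.03 (SD, n = 3) in overactivation and 8.79 ± 0.42 (SD, n = 3) in N2, 2.43-fold higher with all 3 overactivation arrays above N2 (adjusted p = 0.164 from limma). In underactivation it was 9.19 ± 0.94 (SD, n = 3), 1.84-fold below overactivation, again with all 3 overactivation arrays higher (adjusted p = 0.906). That log2 difference of 0.88 was 0.34 without underactivation replicate 4. The underactivation arrays overlapped those of N2 (adjusted p = 0.793). The other lin-1 probe set differed between overactivation and N2 by 0.18 log2 and between overactivation and underactivation by 0.28.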

## Conclusion

Forward genetic analysis in *C. elegans* has proven very useful in identifying signaling pathways regulating many developmental processes (Greenwald 2005). However, the same forward genetic techniques have often proven much less effective at identifying the targets of these pathways that actually effect the transcription changes underlying the biological responses elicited by pathway activation. A possible explanation for this result is that inactivation of a single target gene may be unlikely to cause a strong phenotype like that caused by loss of core signaling pathway components. Therefore, genomic approaches may be useful for identifying the downstream targets of signaling pathways acting during development.

We previously showed that Wnt signaling plays a role in cell fate specification of hypodermal seam and vulval precursor cells during *C. elegans* larval development (Eisenmann *et al.* 1998; Gleason *et al.* 2002, 2006; Gleason and Eisenmann 2010). However, few direct targets of the Wnt pathway in these cells have been identified (Jackson and Eisenmann 2012). To attempt to identify Wnt pathway target genes in *C. elegans*, we used a gain-of-function approach, in which we conditionally expressed a gain-of-function BAR-1 beta catenin protein at the time of the L2/L3 molt, followed by microarray analysis to identify differentially regulated genes. In our initial approach, we analyzed changes in gene expression from the whole animal and identified more than 100 genes that showed increased expression upon delNTBAR-1 expression (Jackson *et al.* 2014).

Here, we combined this previous approach with the "mRNA tagging" method (Roy *et al.* 2002) to enrich for transcripts from the seam and vulval precursor cells. We believe this combination of approaches has been successful at finding cell type–specific targets of the Wnt signaling pathway because we identified many genes known to be expressed in or function in the seam or vulval precursor cells, and we showed that nine of the genes identified by this method have loss-of-function phenotypes consistent with a function in these cell types. Several of these genes were known to function in hypodermal cell division or to have phenotypes affecting the seam or vulval precursor cells; however, a number of genes (*bus-8*, *cki-1*, *K10D6.2*, *kin-10*, *mlt-11*, *nhr-23)* were shown to have novel phenotypes in one or both of these cell types upon reduction of gene function. Further, in work reported elsewhere, we showed that the GATA factor encoding genes *egl-18* and *elt-6* identified by this method are targets of the Wnt pathway in the seam cells and are required for the maintenance of the seam cell "progenitor" fate in one daughter of the larval seam cell asymmetric divisions (Gorrepati *et al.* 2013). Given the success of this method in identifying Wnt target genes acting in the larval hypodermal cells, an approach like this could be useful for identifying target genes regulated by other signaling pathways that function in *C. elegans* development, if conditional pathway activation using suitable reagents is possible.

We chose the approach of conditionally expressing a gain-of-function beta catenin variant over the more simple approach of analyzing gene expression in a Wnt pathway loss-of-function strain as a way to bypass any indirect effects on gene expression that might result from cell fate transformations due to loss of Wnt pathway activity (Jackson *et al.* 2014). Intriguingly, a recent report showed that a large number of genes show alterations in expression at the L4 stage in a strain containing a *bar-1* loss-of-function mutation **(**van der Bent *et al.* 2014). The fact that a small set of genes showed reduced expression upon loss of *bar-1* (van der Bent *et al.* 2014) and increased expression upon expression of activated BAR-1 (Jackson *et al.* 2014; this work) identifies these gene as strong candidates for *bona fide* BAR-1-regulated or Wnt-regulated target genes. Therefore, the use of complementary loss-of-function and gain-of-function approaches, when possible, may strongly highlight a subset of genes as targets of a signaling pathway for further in-depth biological investigation.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Identification of Wnt Pathway Target Genes Regulating the Division and Differentiation of Larval Seam Cells and Vulval Precursor Cells in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2015 Jun 5;5(8):1551–66. doi: 10.1534/g3.115.017715
**Supplement:** Supporting Information

Identification of Wnt Pathway Target Genes Regulating the Division and Differentiation of Larval Seam Cells and Vulval Precursor Cells in Caenorhabditis elegans — Supporting Information 

# Identification of Wnt Pathway Target Genes Regulating the Division and Differentiation of Larval Seam Cells and Vulval Precursor Cells in *Caenorhabditis elegans*

## Supporting Information for Gorrepati *et al.*, 2015

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S2 and Tables S1-S7 (PDF, 249 KB)
- Figure S1 - mRNA tagging method requires FLAG-PAB-1 expression in seam cells and VPCs. (PDF, 83 KB)
- Figure S2 - Lineage of larval seam cells. (PDF, 151 KB)
- Table S1 - 239 putative Wnt targets from seam cells and VPCs. (PDF, 84 KB)
- Table S2 - 24 putative Wnt target genes in common between Jackson et al., 2014 and this work. (PDF, 66 KB)
- Table S3 - Genes in common between van der Bent et al., 2014 and this work. (PDF, 69 KB)
- Table S4 - DAVID analysis identifies four functionally related groups among cell type specific Wnt targets. (PDF, 95 KB)
- Table S5 - 27 seam cell/VPC Wnt regulated genes validated by qPCR. (PDF, 79 KB)
- Table S6 - Reduction of function for molting genes *mlt-7* and *mlt-11* causes a reduction in terminal seam cell number. (PDF, 68 KB)
- Table S7 - Oligonucleotide sequences. (.xls, 16 KB)

# Supplementary material for: Identification of Wnt Pathway Target Genes Regulating the Division and Differentiation of Larval Seam Cells and Vulval Precursor Cells in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2015 Jun 5;5(8):1551–66. doi: 10.1534/g3.115.017715
**Supplement:** Supporting Information

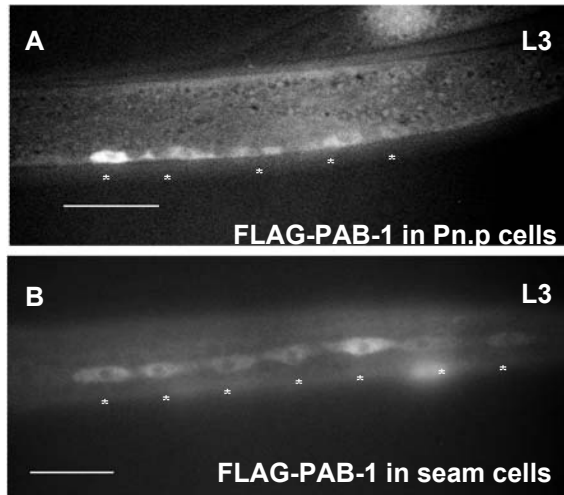

Figure S1 mRNA tagging method requires FLAG-PAB-1 expression in seam cells and VPCs

FLAG-PAB-1 expressed in the L2/L3 worms can be seen in the VPCs (A) and seam cells (B) of the experimental strain *delS10; scm::gfp* by antibody staining against the FLAG epitope. The asterisks mark the stained cells. Scale bars represent 50µm.

# Supplementary material for: Identification of Wnt Pathway Target Genes Regulating the Division and Differentiation of Larval Seam Cells and Vulval Precursor Cells in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2015 Jun 5;5(8):1551–66. doi: 10.1534/g3.115.017715
**Supplement:** Supporting Information

Table S2 24 putative Wnt target genes in common between Jackson et al., 2014 and this work. Of the 239 putative Wnt pathway regulated genes from seam cells and VPCs identified here by mRNA tagging, 24 genes were also identified by Jackson et al., 2014 in a non-tissue specific analysis of Wnt upregulated genes.

Gene WB ID	Gene
WBGene00000615	<i>col-38</i>
WBGene00000626	<i>col-49</i>
WBGene00000647	<i>col-71</i>
WBGene00000930	<i>dao-4</i>
WBGene00001984	<i>hog-1</i>
WBGene00004202	<i>pry-1</i>
WBGene00006509	<i>tag-164</i>
WBGene00006539	<i>tbb-6</i>
WBGene00008472	<i>E03H4.4</i>
WBGene00009898	<i>dod-23</i>
WBGene00010470	<i>cdr-4</i>
WBGene00011077	<i>R07B1.5</i>
WBGene00011594	<i>T07G12.3</i>
WBGene00011624	<i>T08G5.3</i>
WBGene00012046	<i>T26E4.4</i>
WBGene00012783	<i>Y43C5A.3</i>
WBGene00013754	<i>fbxa-116</i>
WBGene00015442	<i>C04F1.1</i>
WBGene00016058	<i>nspd-3</i>
WBGene00017485	<i>F15E6.4</i>
WBGene00018295	<i>oac-29</i>
WBGene00018416	<i>retr-1</i>
WBGene00019234	<i>ugt-8</i>
WBGene00043147	<i>nspd-6</i>

# Supplementary material for: Identification of Wnt Pathway Target Genes Regulating the Division and Differentiation of Larval Seam Cells and Vulval Precursor Cells in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2015 Jun 5;5(8):1551–66. doi: 10.1534/g3.115.017715
**Supplement:** Supporting Information

Table S3 Genes in common between van der Bent et al., 2014 and this work. Of the 239 putative Wnt pathway regulated genes from seam cells and VPCs identified here by mRNA tagging, 35 genes were also identified by van der Bent et al., 2014 as genes that were differentially expressed between a wild type strain and a strain carrying a loss-of-function mutation in *bar-1*. The third column indicates whether expression of the gene was decreased or increased in the *bar-1(ga80)* strain relative to wild type. Genes with an asterisk (*) were identified as downregulated upon loss of *bar-1* in van der Bent et al. 2014 and upregulated upon expression of an activated BAR-1 protein in this work and in Jackson et al . 2014.

Gene WB ID	Gene	<i>bar-1(ga80)</i> expression
WBGene00000493	<i>che-14</i>	decreased
WBGene00000615	<i>col-38</i> *	decreased
WBGene00000626	<i>col-49</i> *	decreased
WBGene00000647	<i>col-71</i> *	decreased
WBGene00000711	<i>col-138</i> *	decreased
WBGene00000735	<i>col-162</i>	decreased
WBGene00000930	<i>dao-4</i> *	decreased
WBGene00001073	<i>dpy-11</i> *	decreased
WBGene00001691	<i>grd-2</i> *	decreased
WBGene00001885	<i>his-11</i>	decreased
WBGene00001984	<i>hog-1</i> *	decreased
WBGene00002393	<i>lpr-1</i>	decreased
WBGene00004394	<i>rol-1</i>	decreased
WBGene00011077	<i>R07B1.5</i> *	decreased
WBGene00011594	<i>T07G12.3</i> *	decreased
WBGene00011665	<i>T09F5.1</i>	decreased
WBGene00012186	<i>mlt-11</i>	decreased
WBGene00013514	<i>Y73F4A.1</i>	decreased
WBGene00015172	<i>B0410.3</i>	decreased
WBGene00015442	<i>C04F1.1</i> *	decreased
WBGene00015453	<i>C04G6.2</i>	decreased
WBGene00015950	<i>C18A11.4</i> *	decreased
WBGene00017783	<i>F25E5.2</i> *	decreased
WBGene00022024	<i>Y64H9A.2</i>	decreased
WBGene00077489	<i>C04G6.13</i>	decreased
WBGene00000720	<i>col-147</i>	increased
WBGene00006539	<i>tbb-6</i>	Increased
WBGene00007297	<i>C04F12.1</i>	Increased
WBGene00010051	<i>F54D5.5</i>	Increased
WBGene00011434	<i>T04D3.5</i>	Increased
WBGene00011561	<i>ttr-15</i>	Increased
WBGene00012783	<i>Y43C5A.3</i>	Increased
WBGene00015865	<i>C16E9.1</i>	Increased
WBGene00016919	<i>C54E4.4</i>	Increased
WBGene00021379	<i>Y37E11B.7</i>	increased

# Supplementary material for: Identification of Wnt Pathway Target Genes Regulating the Division and Differentiation of Larval Seam Cells and Vulval Precursor Cells in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2015 Jun 5;5(8):1551–66. doi: 10.1534/g3.115.017715
**Supplement:** Supporting Information

Table S5 27 seam cell/VPC Wnt regulated genes validated by qPCR. 105 genes (~44%) of 239 putative Wnt target genes were tested by qRT-PCR to validate the directional change observed by microarray, and 27 (26%) genes passed the verification screen (were upregulated ≥ 1.5 fold in response to Wnt pathway over-activation). Twelve genes (shown in the bottom half of the table) were also downregulated ≥ 1.5 fold in response to Wnt pathway under-activation. *gpd-2* was the reference gene. Biological triplicates of control (*dels10*) and experimental samples (*dels10; huls1* and *dels10; dels26*) were analyzed.

Gene WB ID	Gene	fold change<br>Wnt over-<br>activation	fold change<br>Wnt under-<br>activation
WBGene00000626	<i>col-49</i>	947.5	1.3
WBGene00012046	<i>T26E4.4</i>	190.1	1.6
WBGene00010743	<i>K10D6.3</i>	151.0	0.9
WBGene00021997	<i>Y59E9AR.1</i>	6.8	1.2
WBGene00010538	<i>ttr-3</i>	5.7	1.2
WBGene00000516	<i>cki-1</i>	4.5	1.2
WBGene00009590	<i>ttr-4</i>	4.5	1.0
WBGene00015769	<i>C14C11.7</i>	4.1	1.2
WBGene00010856	<i>M04C9.1</i>	3.0	0.8
WBGene00015605	<i>C08E3.13</i>	2.8	0.8
WBGene00003102	<i>mab-5</i>	2.0	0.9
WBGene00021379	<i>Y37E11B.7</i>	1.9	1.1
WBGene00002990	<i>lin-1</i>	1.6	0.6
WBGene00021927	<i>Y55F3AM.10</i>	1.6	1.1
WBGene00003763	<i>nlp-25</i>	1.5	0.7
WBGene00011561	<i>ttr-15</i>	1.5	0.8
WBGene00009807	<i>pepm-1</i>	10.4	0.3
WBGene00004202	<i>pry-1</i>	4.1	0.1
WBGene00008435	<i>glna-2</i>	3.8	0.5
WBGene00000072	<i>add-1</i>	2.2	0.1
WBGene00001692	<i>grd-3</i>	1.8	0.1
WBGene00006660	<i>twk-5</i>	1.7	0.5
WBGene00012783	<i>Y43C5A.3</i>	1.7	0.4
WBGene00015196	<i>B0454.5</i>	1.6	0.2
WBGene00000406	<i>cdk-4</i>	1.6	0.4
WBGene00012591	<i>nspe-1</i>	1.6	0.3
WBGene00005025	<i>sqv-7</i>	1.5	0.5

How the deposited data were processed for this re-analysis (not part of the article)

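Processed signals of 9 Affymetrix C. elegans GeneChip arrays were analysed: 3 of Wnt overactivation (deIs10; huIs1, heat shock ΔNTBAR-1), 3 of Wnt underactivation (deIs10; deIs26, heat shock ΔNTPOP-1) and 3 of the N2 control. Conditions and replicate numbers were taken from the sample labels: replicates 1, 3 and 4 of overactivation, 2, 4 and 5 of underactivation and 2, 3 and 4 of N2. Columns of values not used numbered 0. The arrays of the deIs10; scm::gfp strain named in the methods were not analysed here. The methods describe mRNA tagging of all strains, N2 included, and amplified cDNA for hybridization; the sample labels describe labeled cRNA from total RNA, and the signals do not decide between these accounts.
The log2 values were used as deposited; the authors made them from the scanned arrays with Robust Multichip Average in the Partek software, whose version is not given in the sources used here. Present and increased calls were not used here. Probe sets were joined to genes through the annotation given for the array, with gene names matched by gene identifier: 20766 probe sets had 1 gene, 887 had several and 895 had none. A gene is represented by the single-gene probe set with the highest mean over all 9 arrays, which gave 17118 genes, 2981 of them with several probe sets, which can differ. Among the genes named, other probe sets than the one taken had log2 differences between overactivation and N2 of 0.19 for dpy-11, 0.88 and 0.15 for clc-6, -0.77 for dig-1, -1.46 for cbd-1, -2.69 for egl-3, -0.63 for flp-19, 0.22 for grl-20, 1.29 for che-14 and -0.24 for pbo-1, and between overactivation and underactivation of -2.60 and -0.88 for wht-1. Genes whose probe sets also match other genes, and names with no match, have no value.
Calculations were run in R 4.3.3 with limma 3.58.1, and plots were drawn with Python 3.11.15 and matplotlib 3.10.9. The 77 array controls were left out, and no probe set was left out for low signal. No level was tested against background, so the size of a difference is uncertain wherever a group reads low. A linear model with 3 groups was fitted to each of 22548 probe sets, with empirical Bayes moderation (6 residual and 2.71 prior degrees of freedom). The comparisons were overactivation minus N2, overactivation minus underactivation and underactivation minus N2, two-sided, each adjusted by Benjamini-Hochberg over all probe sets at 0.05. N2 lacks FLAG::PAB-1 and both transgenes, so a comparison with N2 includes any effect of these and of the strain background, whereas the comparison of both tagged strains does not include that of the tag. Arrays with the same replicate number were checked for a shared part: 5 same-number pairs between groups had correlations of residuals from -0.088 to 0.234 and the other 22 pairs from -0.197 to 0.211, so they were not treated as pairs. The number of arrays limits the precision.
The study's selection was recomputed as far as the values allow: a fold of at least 1.5 over N2 and over underactivation from the means of log2 values, and a P of at most 0.05 for overactivation against N2 from a linear model without moderation or adjustment. The paper's text names ANOVA for this P and not its form. The same selection was run on 100 simulated data sets without differences and with independent probe sets, on other splits of the arrays and on regroupings of the tagged arrays.
Gene lists, 38 in all, were fixed from gene names, gene families and the paper's tables before the data were examined, and tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the lists of a comparison. With the preset correlation 20 of 38 lists passed in each comparison; with an estimated correlation 0 passed in any, the smallest adjusted p being 0.0693 for overactivation against N2, 0.0718 for overactivation against underactivation and 0.183 for underactivation against N2, with 9, 12 and 3 lists at an unadjusted p under 0.05. Genes were named by a rule set before the data were examined: per comparison with overactivation the 10 genes with the largest differences in each direction among those that passed with arrays that do not overlap, 5 for underactivation against N2, then the next ones as values where fewer passed; every gene the paper names for the arrays; the transgene and marker genes; and up to 4 members of each list that passed. The paper's values in Tables 2 and S5 had been seen by then. The genes rig-4, wrt-2, blmp-1, lin-31, egl-5 and hsp-70 fall outside the rule and were named after their values were seen.
Alternatives tried, with the rest kept, were: quantile normalization again, centring each array on its median, leaving out the dimmest probe sets (a share of 0.333), a model without moderation, moderation with trend and robust options, only the groups compared, the replicate number as a fixed or random block, array weights, the mean over all probe sets of a gene, an estimated correlation between list members, other forms of the P and fold criteria, and leaving out each array in turn. The levels of hsp-70 and the 3' minus 5' signal of the actin control as covariates were added after the data were seen.
The test was checked on simulated data of the same size, in which 50 probe sets were given each fold. The noise was normal and independent between probe sets, so false calls among probe sets that vary together were not covered. For overactivation against N2, 2% of the changes of 1.5-fold, 12% of 2-fold, 58% of 4-fold and 88% of 8-fold were recovered, with 7 false calls among 87. For overactivation against underactivation the shares were 0%, 22%, 58% and 80% (3 false calls among 83), and for underactivation against N2 0%, 24%, 64% and 78% (2 among 85).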

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

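The results here lie in genes the paper does not discuss and were chosen by hand after their values were seen. The level of hsp-70 as a covariate was chosen after its level on each array had been seen; the other tests here were not.
In overactivation 156 probe sets were lower than in N2, while the paper's selection kept only higher ones. The signal of F16C3.1 fell by 3.79 on the log2 scale (adjusted p = 0.0225 from limma; held in 7 of 9 fits that left out 1 array; -4.39 without overactivation replicate 1), that of dig-1, which encodes a large extracellular matrix protein, fell by 2.84 (adjusted p = 0.0254; held in 4 of 9), and that of cbd-1, which encodes a chitin-binding protein of the eggshell, fell by 3.11 (adjusted p = 0.0254; held in 5 of 9). In each of these genes all 3 overactivation arrays lay below all 3 N2 arrays. The same held for all 3 underactivation arrays, so these decreases were not particular to overactivation.
Uneven heat shock induction between arrays was set against the differences in both directions. With the hsp-70 level as a covariate the median log2 difference of the 196 higher probe sets went from 1.76 to 1.70, a ratio of 0.967, and that of the 156 lower ones from -1.85 to -1.77, a ratio of 0.956. These probe sets had been chosen for a difference that was large against their spread within groups. That choice limits how far they can vary with hsp-70 inside a group, which is all that the covariate can use. A small change was thus likely beforehand, and uneven induction stays open. The calls ended (0 from limma, with 3036 at an unadjusted p under 0.05). The median standard error grew from 0.295 to 0.344 for the higher and from 0.296 to 0.342 for the lower probe sets. A covariate also takes a degree of freedom, and what else ended the calls was not tested.
A difference shared by both tagged strains and absent from N2, from FLAG::PAB-1 or the strain background, stays open. When 1 overactivation and 1 N2 array were held out, underactivation showed a median share of 0.664 of the held-out difference in the 200 probe sets chosen as highest (0.498 to 0.833) and of 0.706 in those chosen as lowest (0.495 to 1.33), with a share above 0.5 in 8 of 9 hold-outs in each direction. The tag and the strain background cannot be told apart from each other or from an effect that both heat shock transgenes have, since N2 lacks all of them. Higher Wnt activity remains among the open explanations for the part that underactivation does not share; it was not tested apart from these.
Between underactivation and N2, 1 probe set differed, and it was lower in underactivation: a probe set of rig-4, a gene of the immunoglobulin superfamily, at 4.75 ± 0.23 (SD, n = 3) in underactivation and 6.97 ± 0.06 (SD, n = 3) in N2 (log2 difference -2.22, standard error 0.19, adjusted p = 0.0311 from limma). The call held in 1 of 9 fits that left out 1 array, the one without overactivation replicate 4, and it was lost with trend and robust options and with only the groups compared. All 3 underactivation arrays lay below all N2 arrays. The other and brighter rig-4 probe set differed by -0.69 (adjusted p = 0.391), also with all 3 arrays below N2. In overactivation the dimmer probe set, which had passed, was lower still, at -2.66 from N2 (adjusted p = 0.0061 from limma). The brighter one differed there by -0.18 (adjusted p = 0.809 from limma), with overlapping arrays.
Neuropeptide genes had a median log2 difference of -0.25 between overactivation and N2 over 106 measured genes, and 3 were lower and 0 higher (15 lower and 2 higher when adjusted over the list alone). The signal of nlp-53 fell by 2.37 (adjusted p = 0.0346; held in 2 of 9), that of flp-19 by 1.57 (adjusted p = 0.0303; held in 3 of 9) and that of nlp-21 by 1.35 (adjusted p = 0.0412; held in 1 of 9), each with all 3 arrays below N2. The median was -0.27 with quantile normalization again and -0.20 with each array centred on its median. The list had adjusted p = 0.000167 by camera, and adjusted p = 0.216 with an estimated correlation. The neuronal list also had a median below 0 (-0.58), and in underactivation the neuropeptide median was -0.16 from N2. In Table 2 nlp-25 goes the other way, with a difference of 3.01 (adjusted p = 0.0747; 3.96 without N2 replicate 2).
Histone genes had a median log2 difference of 0.43 between overactivation and N2, and 31 of 34 means were higher (0.48 with quantile normalization again and 0.49 with median centring). The replication-dependent histones share sequence, and only those with a probe set annotated to 1 gene were counted. Whether such a probe set, that of his-39 included, also detects other histones was not tested. The signal of his-39 rose 4.26-fold (adjusted p = 0.0401; held in 2 of 9), and 10 were higher and 1 lower when adjusted over the list alone. Camera gave adjusted p = 2.09e-05, and adjusted p = 0.288 with an estimated correlation. In underactivation the median was 0.38 above N2. No explanation was tested for the neuropeptide or the histone genes.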

How the results depend on the processing

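The hsp-70 and actin covariates were chosen after the data were seen; all other settings were set before. The 352 probe sets that differed between overactivation and N2 were 350 with quantile normalization again, 412 with each array centred on its median, 486 without the dimmest probe sets, 318 with trend and robust options, 468 with the replicate number as a random block and 273 with array weights. They were 3 without moderation (all lower), 70 with only the groups compared, and 0 from limma with a fixed replicate block, with the hsp-70 level or with the actin 3' minus 5' signal as a covariate (3651, 3036 and 1269 at an unadjusted p under 0.05). A fixed block, a covariate and fewer groups leave fewer degrees of freedom; what else ended the calls was not tested. Without single arrays the number went from 8 without overactivation replicate 3 to 494 without N2 replicate 2, with fewer arrays in the fit.
For overactivation against underactivation the 1 probe set became 7 with quantile normalization again, 4 with median centring, 8 without the dimmest probe sets, 12 with trend and robust options and 13 with array weights, remained at a count of 1 with a random block, and was 0 without moderation, with only the groups compared, with a fixed block, and with the hsp-70 or the actin covariate (1226, 1524, 1493, 1241 and 1214 at an unadjusted p under 0.05). For underactivation against N2 it was 2 with quantile normalization again, 16 without the dimmest probe sets, the same 1 with median centring, a random block or array weights, 1 other probe set, higher in underactivation, with trend and robust options, and 0 in the same 5 settings (2258, 2806, 1942, 3054 and 969 unadjusted). Without single arrays these counts were 0 to 7 and 0 to 3. Leaving out dim probe sets tests fewer of them; the cause of the other changes was not tested.
The 388 probe sets meeting the study's criteria were 91 with the moderated P adjusted by Benjamini-Hochberg and 139 at a fold threshold of 2, which are stricter by construction, and 263 to 493 under the other planned settings. Without single arrays they were 262 to 477. The 9 Table 2 genes that passed were 0 without moderation, 5 with only the groups compared, 0 with a fixed block and 7 to 10 under the other settings, and 0 to 14 without single arrays (0 without overactivation replicate 3, 2 without underactivation replicate 2 or overactivation replicate 4, 14 without underactivation replicate 4).
The seam cell genes outside Table 2 kept a positive median against N2 in all settings run (0.31 as a mean over probe sets; 0.45 to 0.78 without single arrays), and their camera p of 0.0792 went to 0.0404 without N2 replicate 4 and 0.0389 without overactivation replicate 1. The collagens outside Tables 2, S2, S3 and S5 kept their median of 0.27 against underactivation with an estimated correlation, which leaves medians as they are, while camera's p went from 2.71e-08 to 0.246. Their median was 0.17 to 0.40 without single arrays.
Directions reversed for medians of lists near 0. With median centring these became 0.052 for vulval and 0.039 for transthyretin-related genes against N2, and against underactivation 0.040 for Wnt pathway components, 0.058 for transthyretin-related, 0.024 for heterochronic and 0.057 for ribosomal protein genes. With a random block they were 0.0025 for vulval genes against N2, and 0.0034 for Wnt pathway components and 0.0014 for transthyretin-related genes against underactivation; with quantile normalization again Wnt pathway components were at 0.038. Without the dimmest probe sets they were -0.030 for C-type lectins against N2, -0.039 for F-box and MATH genes against underactivation, and 0.14 for Hox genes in underactivation against N2. Centring moves all genes of an array alike; the cause of the others was not tested.
The mean over the probe sets of a gene reversed rhgf-2 (0.19), ldb-1 (0.19), nhr-23 (0.54) and pak-1 (-0.19) against N2, whose probe sets differ in direction. A fixed block reversed nhr-23 (-0.20) and unc-30 (1.17) against underactivation, and bar-1 (-0.11) and hsp-16.2 (0.26) in underactivation against N2; the cause was not tested. Leaving out single arrays reversed differences that had not passed: against N2 ldb-1 (-0.30 to 0.085), nhr-23 (-0.57 to 0.031) and pop-1 (-0.54 to 0.24); against underactivation nhr-23 (-0.038 to 0.29), pepm-1 (-0.12 to 0.56) and unc-30 (-0.59 to 0.29); and in underactivation against N2 bar-1 (-0.0027 to 0.25), pab-1 (-0.24 to 0.12) and hsp-16.2 (-0.65 to 0.26). Of the differences of named genes without single arrays, 1535 kept their direction and their side of the threshold, 308 no longer passed, 14 passed that had not, and 15 reversed.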

Differences from the paper's values

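No test in this part was chosen after the values were seen, apart from looking at the other probe sets of a gene. Of 44 genes of Table 2 with a fold from both sources, 37 lay within 1.5 times of the paper's fold. Across these genes, which are not independent replicates, the log2 folds had a Pearson correlation of 0.775 and a Spearman correlation of 0.816. Of the 7 others, cdk-4 (3.9 in the paper, a log2 difference of 2.65 here) and K10D6.3 (5.2 and 3.01-fold) differ by less than the replicate SD pooled over the 3 groups, although for cdk-4 by more than the SD of either group compared. K10D6.3 was at 5.03-fold without N2 replicate 3.
For old-2 the paper's fold over N2 is 6.7 and the fold here was 1.11; all alternatives set before the data were examined that give a value (1.02 to 1.20) differ as well. Its probe set read 2.23 to 2.78 on the 9 arrays, and was not shown to be above background. For rhgf-2 the paper's fold is 2.1 and the fold here was 0.655, with all alternatives differing (0.493 to 1.14); its other probe sets gave 2.36 and 0.967. For ldb-1 the paper's fold is 1.9 and the fold here was 0.954, with all alternatives differing (0.810 to 1.14); its other probe sets gave 2.28 and 0.677. For nhr-23 the paper's fold is 2.7 and the fold here was 0.847, with all alternatives differing (0.672 to 1.45); its other probe set gave 2.50. These other probe sets are dimmer than those that represent the genes here, and were looked at after the difference was seen.
For col-49 the paper's fold is 23.5 and the fold here was 12.9. It was within 1.5 times of the paper's with a fixed replicate block (18.4) and without overactivation replicate 1 (17.3), and not under the other alternatives (10.4 to 14.55).
The paper's number of targets meeting its criteria is 238, and 388 probe sets met the fold and P criteria here, at the same thresholds but without the present and increased calls. The 388 probe sets name 336 distinct genes, which is within 1.5 times of the paper's number. The numbers were within 1.5 times of each other when the dimmest probe sets were left out (356), with array weights (350), with an overall F test of the 3 groups as the P (263), and without N2 replicate 2 (343), N2 replicate 3 (292), N2 replicate 4 (278) or underactivation replicate 4 (262). They were not with the other alternatives (91 to 493).
For kin-10 the paper's P is 0.12, and the P here from the same criterion was 0.0658, above the threshold as in the paper. It did not differ by 1.5 times with the overall F test (0.152), quantile normalization again (0.0806) or only the groups compared (0.0933), and did with the other alternatives (0.0538 to 0.0725). Here kin-10 also fell short of the fold criterion over underactivation.
The paper lists egl-18 among the genes identified, and its probe sets did not meet the criteria here, although the brighter one was 2.01-fold above N2 and 2.04-fold above underactivation. The paper gives nhr-23 as upregulated, which held here for the dimmer of its probe sets. No probe set of mlt-11, pak-1, osm-11, rab-8, F26E4.5, bgnt-1.8 (C54C8.2), pbo-1 (Y71H2AL.1), pepm-1, K10D6.3 or old-2, which the paper selected, met all fold and P criteria here, while 33 of the 44 measured Table 2 genes had a probe set meeting all of these; for mlt-11 the fold over underactivation was 1.48. The paper reports vulval genes as over-represented among its targets, and of 20 vulval genes here, which are not the paper's list, 1 had a probe set meeting the criteria, against 336 genes of 17118 overall; this list is too short to set against the paper's. Of the seam cell genes, which the paper also reports as over-represented, 7 of 16 had a probe set meeting the criteria. These include che-14, grd-3, grd-14, clc-6 and nhr-23 of Table 2 and also elt-6, which the study identified on these samples. The count was thus largely set by the study's choice and is not independent evidence.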

Other observations

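Both tests on underactivation replicate 4 and the regroupings of the tagged arrays were chosen after values had been seen; the other tests here were not.
Germline genes had a median log2 difference of -0.47 in overactivation and -0.52 in underactivation (camera adjusted p = 0.000163 and 1.42e-06, and adjusted p = 0.171 and 0.265 with an estimated correlation). Hypodermis genes had medians of 0.40 and 0.50 (adjusted p = 0.00462 and 0.0521, and adjusted p = 0.346 and 0.575 with an estimated correlation). The junction gene ajm-1 is in the hypodermis list, but its GFP fusion is a transformation marker of deIs10, which both tagged strains carry and N2 does not, so its level is no example of a hypodermal change. It was at 10.34 ± 0.35 (SD, n = 3) in overactivation, 10.72 ± 0.48 (SD, n = 3) in underactivation and 8.02 ± 0.49 (SD, n = 3) in N2 (log2 difference from N2 2.32, adjusted p = 0.0235, held in 6 of 9 fits that left out 1 array, and 2.69, adjusted p = 0.0692). Its 5 other probe sets differed between overactivation and N2 by -2.07 to 1.55.
Heat shock genes had a median log2 difference of -0.42 in overactivation against N2 over 17 measured genes, and 0 passed from limma (5 lower and 0 higher at an unadjusted p under 0.05; 1 lower when adjusted over the list alone). By camera the list had adjusted p = 0.00398, and adjusted p = 0.288 with an estimated correlation. The signal of hsp-70 was 6.21 ± 1.74 (SD, n = 3) in overactivation, 8.56 ± 1.57 (SD, n = 3) in underactivation and 9.07 ± 2.82 (SD, n = 3) in N2, with overlapping arrays (adjusted p = 0.343 for overactivation against N2). Molting genes had a median of 0.56 over 25 measured, and 0 passed from limma (8 higher and 0 lower at an unadjusted p under 0.05; 5 higher when adjusted over the list alone). By camera this list had adjusted p = 0.0109, or adjusted p = 0.397 with an estimated correlation.
Between overactivation and underactivation, the genes next to dod-23 by limma's moderated statistic were F55C5.6 and C40H1.2 (5.17-fold and 4.22-fold, both at adjusted p = 0.0563), then C06C6.7 (15.5-fold, adjusted p = 0.0604; log2 difference 3.95, and 4.55 without overactivation replicate 1), above underactivation, and wht-1 (log2 difference -2.55, adjusted p = 0.0563) and the glutamate receptor gene glr-1 (-1.42, adjusted p = 0.0786) below it. In each of these genes the arrays of both groups did not overlap. The underactivation arrays read 2.95 to 3.32 for C06C6.7 and 2.95 to 3.18 for C40H1.2. These levels were not shown to be above background, so the size of both folds is uncertain.
Underactivation replicate 4 lay nearer the N2 arrays than the other underactivation arrays did. On the first principal component, with 32.3% of the variance, it was at -13.9, against 30.2 and 32.0 for the other two, -61.1 to -51.2 for N2 and 34.2 to 47.5 for overactivation. A mislabelled N2 sample is argued against by its pop-1 signal of 11.71, far above the highest N2 array at 6.42. A candidate explanation is a weaker enrichment of seam cell mRNA on that array: the seam cell genes outside Table 2 had a median log2 difference of -0.46 from the mean of the other underactivation arrays, while muscle, neuronal and intestinal genes had medians of 0.53, 0.077 and 0.71. This is a hypothesis found and tested on the same array. A different balance of 3' and 5' signal on that array stays open beside it: its actin difference was 0.903, against 2.08 and 2.35 on the other underactivation arrays and 0.671 to 0.911 on N2, while its ubiquitin and gly14 differences, 7.02 and -1.22, lay above all N2 arrays (5.69 to 6.76 and -1.44 to -1.36), on the side of the tagged arrays.
Of 2981 genes with several probe sets, 0 had probe sets that passed in opposite directions between overactivation and N2 by limma, and 41 had such a pair at an unadjusted p under 0.05. A different balance of 3' and 5' signal on the N2 arrays was tested on 5 array control transcripts with probe sets at both ends, and stays open. In 2 of them, ubiquitin and gly14, the 3' minus 5' difference was lower on all N2 arrays than on all tagged arrays, and in the other 3 the arrays overlapped. For actin it was 0.671 to 0.911 on N2 and 0.903 to 2.35 on tagged arrays.
Other splits of the arrays were counted for each result of the fits. Of 100 drawn splits of all 9 arrays into groups of 3, 4 gave at least the 388 probe sets of the study's criteria, the real split included; the highest other number was 576 and the median 84. These splits mix N2 and tagged arrays, and a share of 4 of 100 is no evidence on how the tagged arrays are divided. The 3 larger ones (576, 551 and 537) each put underactivation replicate 4 with a pair of N2 arrays in place of overactivation, which points to a structure of the samples. Splits of 2 groups of 3 number 10, too few for a share under 0.05: the real value and the highest other were 352 and 1 for overactivation against N2 (1 split as large, the real one), 1 and 0 for overactivation against underactivation (1), 1 and 1 for underactivation against N2 (2), 9 and 0 for Table 2 genes (1), 1.10 and 1.44 for the seam cell genes outside Table 2 as the negative decimal logarithm of camera's p (3), and 7.57 and 15.8 for the collagens outside Tables 2, S2, S3 and S5 on the same scale (3).
The study's criteria were also applied to all 20 groupings of the 6 tagged arrays, with N2 in place. The labelled grouping gave 388 probe sets, and the exchange of overactivation and underactivation gave 178. The 18 others gave 57 to 388, with a median of 171.5, and 1 of them reached 388, so chance is not excluded for the division of the tagged arrays. Groupings with underactivation replicate 4 in place of overactivation gave 57 to 178, and the 9 others without it 186 to 388. The most probe sets that any of the 18 shared with the real set was 103.
The share of the overactivation difference that underactivation showed in held-out arrays, 0.664 in the highest 200 probe sets, was 0.611 with fewer probe sets taken (100), 0.720 with more, 0.633 with quantile normalization again and 0.672 without the dimmest probe sets.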
